# TDP-43 maximizes nerve conduction velocity by repressing a cryptic exon for paranodal junction assembly in Schwann cells

**DOI:** 10.7554/eLife.64456

**Published:** 2021-03-10

**Authors:** Kae-Jiun Chang, Ira Agrawal, Anna Vainshtein, Wan Yun Ho, Wendy Xin, Greg Tucker-Kellogg, Keiichiro Susuki, Elior Peles, Shuo-Chien Ling, Jonah R Chan

**Keywords:** TDP-43, Schwann cell, myelination, node of Ranvier, Mouse

## Abstract

TDP-43 is extensively studied in neurons in physiological and pathological contexts. However, emerging evidence indicates that glial cells are also reliant on TDP-43 function. We demonstrate that deletion of TDP-43 in Schwann cells results in a dramatic delay in peripheral nerve conduction causing significant motor deficits in mice, which is directly attributed to the absence of paranodal axoglial junctions. By contrast, paranodes in the central nervous system are unaltered in oligodendrocytes lacking TDP-43. Mechanistically, TDP-43 binds directly to *Neurofascin* mRNA, encoding the cell adhesion molecule essential for paranode assembly and maintenance. Loss of TDP-43 triggers the retention of a previously unidentified cryptic exon, which targets *Neurofascin* mRNA for nonsense-mediated decay. Thus, TDP-43 is required for neurofascin expression, proper assembly and maintenance of paranodes, and rapid saltatory conduction. Our findings provide a framework and mechanism for how Schwann cell-autonomous dysfunction in nerve conduction is directly caused by TDP-43 loss-of-function.

## Introduction

TDP-43 (transactivation response DNA-binding protein of 43 kDa, encoded by *Tardbp*) is a nucleic acid-binding protein that regulates the processing of a wide range of coding and noncoding RNAs by directly binding to transcripts and/or interacting with key RNA-processing complexes (Ederle and Dormann, 2017; Ling et al., 2013). TDP-43 binds to more than 6000 RNA targets in the brain (Polymenidou et al., 2011; Tollervey et al., 2011)—roughly 30% of the total transcriptome—and modulates target gene expression by regulating mRNA stability, splicing, polyadenylation site selection, transport, and translation (Ederle and Dormann, 2017; Ling et al., 2013; Rot et al., 2017). As such, TDP-43 is a multifunctional master gene regulator with numerous potential targets as its downstream effectors. The detection of TDP-43-containing pathological aggregates in numerous neurodegenerative diseases—including amyotrophic lateral sclerosis (ALS) and frontotemporal dementia—has resulted in the classification of a spectrum of disorders known as TDP-43 proteinopathies (Kwong et al., 2008; Ling et al., 2013). It is widely considered that both loss of function and gain of toxic properties may contribute to the neurodegeneration associated with TDP-43 proteinopathies (Ling et al., 2013). Therefore, it is of critical importance to gain a better understanding of the physiological functions for TDP-43.

Not surprisingly, the function of TDP-43 is mainly focused in neurons (Iguchi et al., 2013; Klim et al., 2019; Melamed et al., 2019; Tann et al., 2019; Wu et al., 2012). However, emerging evidence indicates that the functional roles for TDP-43 are not limited to neurons, but that glial cells are also reliant on TDP-43 function and may play a role in pathogenesis (Paolicelli et al., 2017; Peng et al., 2020; Velebit et al., 2020; Wang et al., 2018). Intriguingly, it is known that the cells of the peripheral nervous system (PNS) are also affected in ALS patients with differential vulnerability (Gentile et al., 2019), calling for a better understanding of a potential cell-autonomous role for TDP-43 in various PNS cell types. Therefore, we decided to investigate the physiological role of TDP-43 in the main glial cell type of the PNS, namely the Schwann cell (Stierli et al., 2018). Schwann cells ensheathe and myelinate all relevant axons of the peripheral nerves (Nave and Werner, 2014; Salzer, 2015). Moreover, Schwann cell–axon interactions highly cluster voltage-gated sodium (Nav) channels at nodes of Ranvier, thus enabling rapid saltatory conduction (Poliak and Peles, 2003; Salzer, 2003). The intricate interactions between axons and Schwann cells further establish the paranodal axoglial junctions that flank nodes of Ranvier and are essential for the maximal insulatory function of myelin (Pedraza et al., 2001; Rosenbluth, 2009). Given the pivotal role Schwann cells play in the physiology of the PNS, we investigated the function of TDP-43 in Schwann cells. In mice lacking TDP-43 in Schwann cells, we find a 50% delay in nerve conduction with motor deficits, without any apparent structural alteration in compact myelin. Further analysis reveals a specific disruption in the assembly of paranodal junctions, directly resulting in conduction delay. This deficit is exclusive to Schwann cells and not observed in oligodendrocyte paranodes in the central nervous system (CNS). Furthermore, we find that TDP-43 is required for the expression of *Neurofascin* (*Nfasc*), which encodes a glial cell adhesion molecule necessary for paranodal junction formation and maintenance, by repressing the usage of a cryptic exon during splicing. Our findings are the first demonstration of a functional role for TDP-43 in axon–glial interactions in the PNS and that the loss of function for TDP-43 in Schwann cells results in impaired conduction velocity and motor behavior.

## Results

### Schwann cell TDP-43 is required for rapid nerve conduction but not for myelination

TDP-43 is abundantly expressed by all Sox10-positive Schwann cells (Figure 1A, Figure 1—figure supplement 1A, B). To elucidate the PNS-autonomous function of TDP-43, we specifically ablated TDP-43 from Schwann cells by combining the TDP-43 conditional allele (*Tardbp^fl/fl^*) (Chiang et al., 2010) with *Dhh-Cre* (Jaegle et al., 2003). In these conditional knockout (cKO) mice, TDP-43 expression is completely abolished in Schwann cells (Figure 1A, Figure 1—figure supplement 1). By measuring the motor nerve conduction velocity, we find that action potential propagation is delayed by ~50% in the cKO mice at postnatal day (P) 27 (Figure 1A, C). However, the cKO sciatic nerves appear normal in size and opacity compared to wild-type (WT) nerves (Figure 1D), suggesting that compact myelin is being formed normally. To confirm the extent of myelination, we examined the sciatic nerves by electron microscopy. While a slight decrease in the number of myelinated axons is observed in the cKO nerves at P3, they recover to control levels by P21 (Figure 1E, F) with myelin thickness comparable to the WT (Figure 1—figure supplement 2A). Taken together, these results demonstrate that Schwann cell TDP-43 is required for normal nerve conduction velocity, despite the normal appearance of compact myelin in the TDP-43-cKO mice.

**Figure 1.**
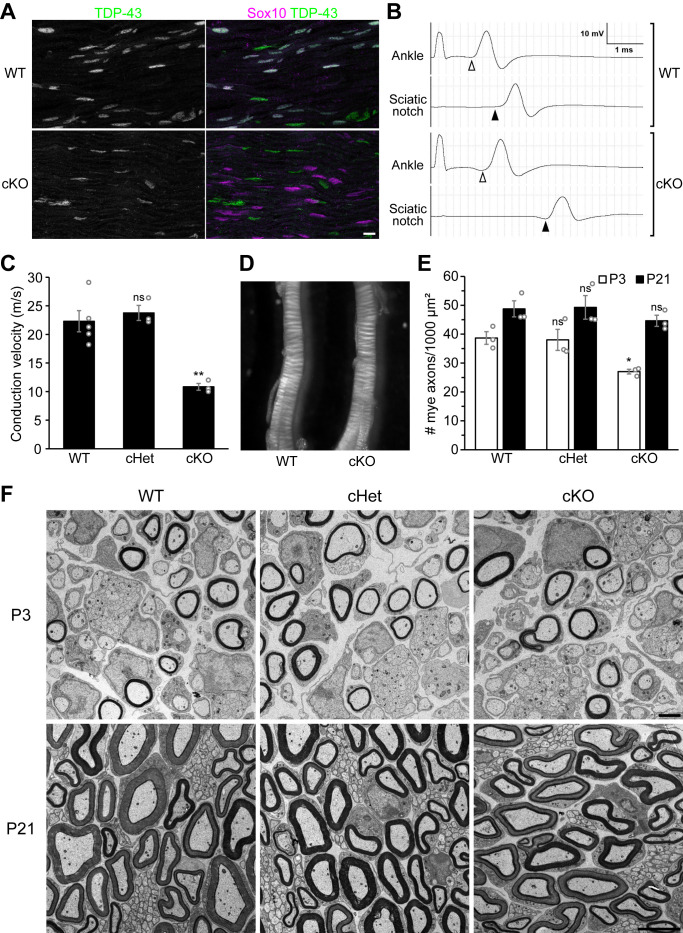
Knockout of TDP-43 in Schwann cells results in a 50% conduction delay without overt alteration of compact myelin. (**A**) Longitudinal sections of P28 wild-type (WT) and conditional knockout (cKO) sciatic nerves were immunostained for TDP-43 (green) and Sox10 (magenta). Sox10 labels Schwann cells, which are all TDP-43-negative in the cKO. The cell types other than Schwann cells are Sox10-negative and are still TDP-43-positive in the cKO. Scale bar, 10 μm. (**B, C**) Motor nerve conduction of P27 mice was measured as compound muscle action potentials at the plantar muscles evoked by stimulation of the nerve at the ankle and sciatic notch. The onset of the compound muscle action potentials is indicated by open arrowheads (ankle stimulation) and solid arrowheads (sciatic notch stimulation) in **B**. Bars represent mean ± SEM in **C**. n = 5 mice for WT, 3 for conditional heterozygote (cHet), and 3 for cKO. **p=0.0030 and 0.0028 (WT vs. cKO and cHet vs. cKO, respectively); ns: not significant, p=0.8094 (WT vs. cHet); one-way analysis of variance (ANOVA) with Tukey’s test. (**D**) Sciatic nerves from P7 WT and cKO mice. (**E**) The number of myelinated axons per 1000 μm² was quantified with electron micrographs of sciatic nerve cross sections. Bars represent mean ± SEM. n = 3 mice per genotype. *p=0.039 and 0.048 (WT vs. cKO and cHet vs. cKO at P3, respectively); ns: not significant (WT vs. cHet at P3, p=0.9812; P21, p=0.5381); one-way ANOVA with Tukey’s test. (**F**) Electron micrographs of P3 and P21 sciatic nerve cross sections. Scale bars, 2 μm for P3 and 5 μm for P21. cHet and cKO by *Dhh-Cre* (**A–F**). Figure 1—source data 1.Statistical summary for Figure 1C, E and Figure 1—figure supplement 2.

**Figure 1—figure supplement 1.**
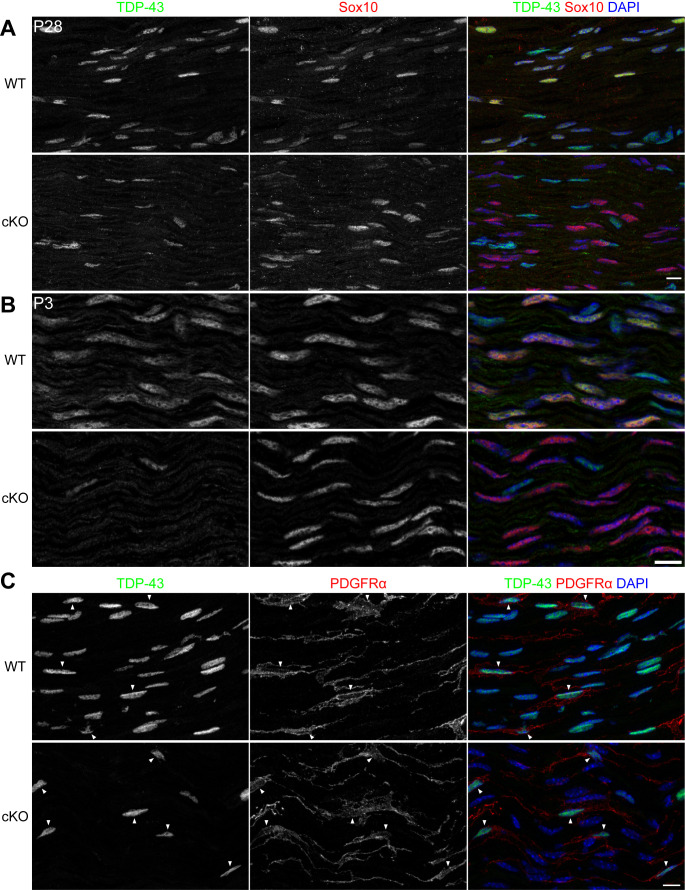
TDP-43 is expressed by wild-type (WT) Schwann cells and specifically ablated from the conditional knockout (cKO) Schwann cells. (**A**) Single-channel images and the merged image with DAPI nuclear staining for Figure 1A. Scale bar, 10 μm. (**B**) Immunostaining of P3 WT and cKO sciatic nerves for TDP-43 (green) and Sox10 (red). Sox10 labels Schwann cells, which are all TDP-43-negative in the cKO. The cell types other than Schwann cells are Sox10-negative and are still TDP-43-positive in the cKO. Scale bar, 10 μm. (**C**) Immunostaining of P28 WT and cKO sciatic nerves for TDP-43 (green), PDGFRα (red), and DAPI (blue). PDGFRα labels endoneurial fibroblasts, which are TDP-43-positive in the cKO. Scale bar, 10 μm. cKO by *Dhh-Cre* (**A–C**).

**Figure 1—figure supplement 2.**
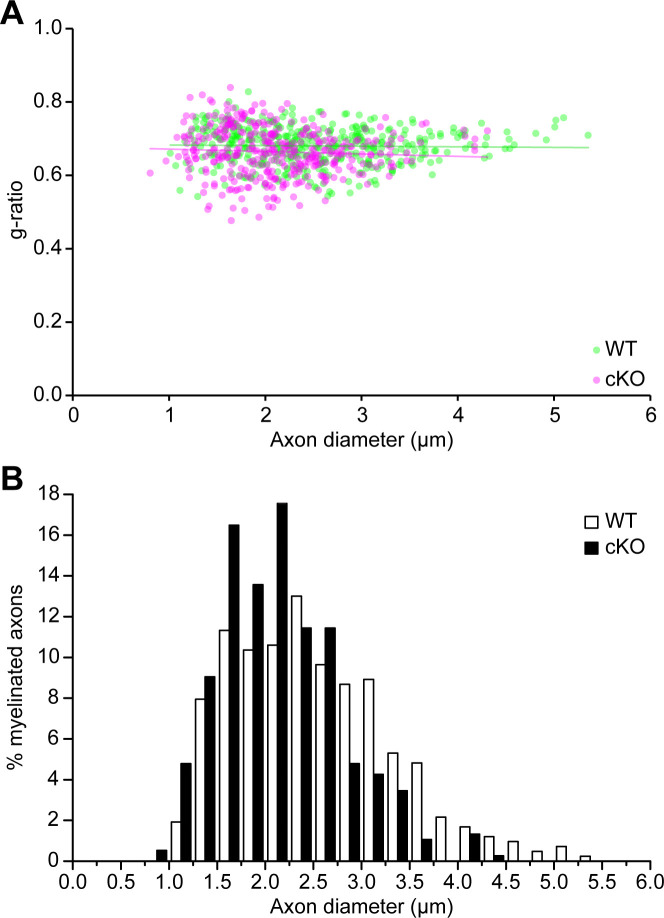
Quantification for the myelin thickness and axon diameters of myelinated axons in the TDP-43-cKO sciatic nerves. (**A**) The scatter plot showing the g-ratios (y-axis) in relation to the axon diameters (x-axis) of individual myelinated axons in P21 wild-type (WT) and conditional knockout (cKO) sciatic nerves. The g-ratio was calculated as axon diameter/(axon diameter + myelin thickness ×2). Average g-ratios (mean ± SEM): WT = 0.6809 ± 0.0066; cKO = 0.6640 ± 0.0009. Unpaired two-tailed *t*-test: p=0.1214. (**B**) The histogram showing the frequency of different axon populations in each axon diameter range. n = 3 mice (totally 415 axons) for WT; n = 3 mice (totally 376 axons) for cKO. More than 100 axons per mouse were analyzed.

### Paranodal junctions are not formed in the PNS of TDP-43-cKO mice

If compact myelin is unaltered, then what mechanism underlies the conduction delay in the TDP-43-cKO nerves? Paranodal axoglial junctions serve as a multifunctional diffusion barrier that is required for maximal axon insulation provided by myelin sheaths (Pedraza et al., 2001; Rosenbluth, 2009). Mouse mutants lacking paranodal junctions display an ~40–50% delay in nerve conduction without gross myelination defects (Bhat et al., 2001; Pillai et al., 2009; Susuki et al., 2013). Therefore, we tested the hypothesis that conduction delay in the TDP-43-cKO nerves may be due to a defect in paranodal junctions. Paranodal junctions comprise three key cell adhesion molecules—axonal Caspr (contactin-associated protein), axonal contactin (Cntn), and glial neurofascin (NFasc) 155 kDa isoform (NF155), each of which is essential for paranodal junction formation (Poliak and Peles, 2003; Salzer, 2003). In the mature WT PNS, Nav channels and axonal 186 kDa isoform of NFasc (NF186) are enriched at nodes of Ranvier, whereas NF155 and Caspr/Cntn are highly clustered at paranodal domains flanking each node (Figure 2A, B [nodes indicated by open arrowheads and paranodes by solid arrowheads], Figure 2C). In stark contrast to the WT and conditional heterozygote (cHet), the prototypical Caspr clustering is no longer detected at paranodes in the cKO at P28 (Figure 2A) and neither are Cntn, NF155, and the NF155-associated scaffold protein AnkB (Chang et al., 2014; Figure 2B–D), indicating that paranodal junctions are disrupted in the TDP-43 cKO. To determine whether paranodal junctions are not assembled during early development in the TDP-43 cKO or are initially formed but not stabilized during and after myelination, we examined P3 sciatic nerves (initiation of myelination) and found that Caspr is absent at paranodes while the Schwann cell-secreted extracellular matrix component gliomedin (Gldn) (Eshed et al., 2005) remains clustered at nascent nodes (Figure 2E). This strongly suggests that paranodal junctions fail to form starting from the initiation of myelination in the absence of Schwann cell TDP-43.

**Figure 2.**
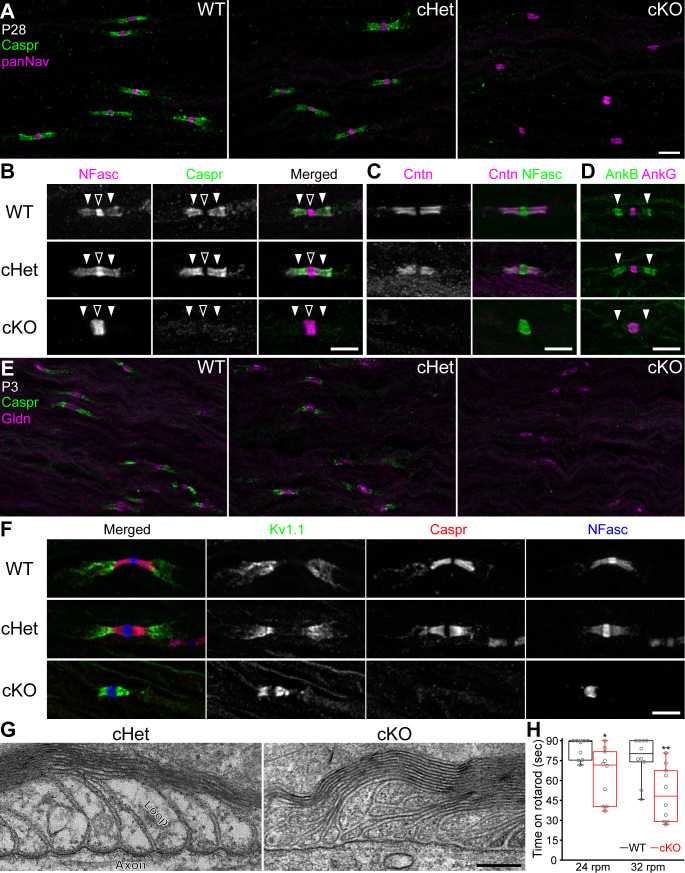
Paranodal axoglial junctions are disrupted in the TDP-43-cKO mice. (**A**) Immunostaining of P28 sciatic nerves for contactin-associated protein (Caspr) (green, paranode) and Nav channels (panNav, magenta, node). (**B–D**) Immunostaining of P28 sciatic nerves for (**B**) neurofascin (NFasc) (magenta, node and paranode) and Caspr (green), (**C**) contactin (Cntn, magenta, paranode) and NFasc (green), and (**D**) ankyrinB (AnkB, green, paranode) and ankyrinG (AnkG, magenta, node). Nodes are indicated by open arrowheads in **B**. Paranodes are indicated by solid arrowheads in **B, D**. (**E**) Immunostaining of P3 sciatic nerves for Caspr (green) and gliomedin (Gldn, magenta, node). (**F**) Immunostaining of P28 sciatic nerves for Kv1.1 channels (green, juxtaparanode), Caspr (red), and NFasc (blue). (**G**) Electron micrographs of P21 sciatic nerve longitudinal sections. (**H**) The time periods for which the mice remained on the rotarod at 24 or 32 rpm. Minima, first quartiles, medians, third quartiles, and maxima are plotted as box-and-whisker plots. n = 10 mice per genotype. *p=0.0115 for 24 rpm; **p=0.0036 for 32 rpm; Mann–Whitney tests. Scale bars, 5 μm (**A–F**) and 200 nm (**G**). Conditional heterozygote (cHet) and conditional knockout (cKO) by *Dhh-Cre* in (**A–C**) and (**E–G**), and by *Mpz-Cre* in (**D, H**). Figure 2—source data 1.Statistical summary for Figure 2H.

**Figure 2—figure supplement 1.**
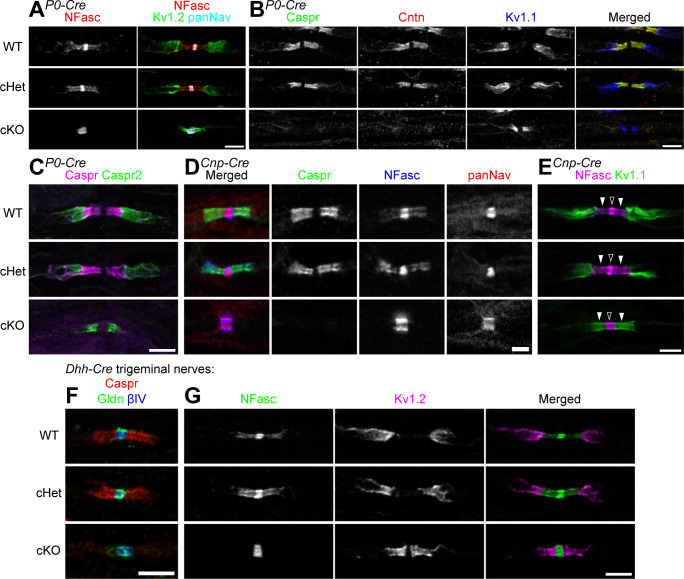
Paranodal axoglial junctions are completely disrupted in the peripheral nervous system of the TDP-43-cKO mice using three different Cre-driver lines. (**A–C**) Immunostaining of P28 sciatic nerves for (**A**) neurofascin (NFasc) (red), Kv1.2 channels (green, juxtaparanode), and Nav channels (panNan) (cyan); (**B**) contactin-associated protein (Caspr) (green), contactin (Cntn) (red), and Kv1.1 channels (blue); and (**C**) Caspr (magenta) and Caspr2 (green, juxtaparanode). Conditional heterozygote (cHet) and conditional knockout (cKO) by *Mpz-Cre* (*P0-Cre*). Scale bars, 5 μm. (**D, E**) Immunostaining of P60 sciatic nerves for (**D**) Caspr (green), NFasc (blue), and Nav channels (panNav) (red); and (**E**) NFasc (magenta) and Kv1.1 channels (green). cHet and cKO by *Cnp-Cre*. Scale bars, 2 μm (**D**) and 5 μm (**E**). (**F, G**) Immunostaining of P28 trigeminal nerves for (**F**) Caspr (red), gliomedin (Gldn) (green), and βIV spectrin (blue, node); and (**G**) NFasc (green) and Kv1.2 channels (magenta). cHet and cKO by *Dhh-Cre*. Scale bars, 5 μm.

One hallmark alteration of losing the diffusion barrier function exerted by paranodal junctions is translocation of the *Shaker*-type voltage-gated potassium (Kv1) channels and their associated protein complex from juxtaparanodal regions to paranodes (Poliak and Peles, 2003; Salzer, 2003). In WT nerves, Kv1.1 and Kv1.2 channels and Caspr2 are concentrated in the juxtaparanodal domains and separated from nodes of Ranvier by paranodal junctions (Figure 2F, Figure 2—figure supplement 1A–C). Strikingly, in the cKO sciatic nerves these components invade the paranodes (Figure 2F, Figure 2—figure supplement 1A–C). By examining trigeminal nerves and using two alternative Cre-driver lines—*Mpz-Cre* for Schwann cells (Feltri et al., 1999; Feltri et al., 2002) and *Cnp-Cre* for both Schwann cells and oligodendrocytes (Lappe-Siefke et al., 2003)—we consistently identify the complete loss of paranodal junctions and translocation of the Kv1 complex to paranodes in the TDP-43 cKO (Figure 2—figure supplement 1). Ultrastructurally, the paranodal loops in the cKO detach from the axons. The loops are no longer tightly apposed to the axon, resulting in the absence of the clear indentation of the axolemma, typically observed in WT nerves (Figure 2G). Taken together, our findings strongly suggest a cell-autonomous role of Schwann cell TDP-43 in assembling paranodal junctions and properly establishing the polarized molecular domains at nodes of Ranvier.

Mutant mice lacking paranodal junctions in both the PNS and CNS exhibit tremors, paralysis, and ataxia (Berglund et al., 1999; Bhat et al., 2001; Coetzee et al., 1996; Pillai et al., 2009). Despite the lack of paranodal junctions in the PNS, the TDP-43-cKO mice (by *Dhh-Cre* or *Mpz-Cre*) do not exhibit a gross neurological deficit when observed in their home cage. However, when challenged with the rotarod test, the cKO mice perform significantly worse than WT littermates (Figure 2H), suggesting that PNS paranodal junctions are required for optimal motor performance.

### Paranodal junctions are formed in the CNS of TDP-43-cKO mice

Given that paranodal junction assembly in both the PNS and CNS requires Caspr, Cntn, and NF155 (Poliak and Peles, 2003; Salzer, 2003), we set out to determine whether TDP-43 in oligodendrocytes is also essential for establishing axoglial junctions in the CNS. Although TDP-43 ablation in oligodendrocytes by *Cnp-Cre* causes necroptosis of mature oligodendrocytes (Wang et al., 2018), many myelin internodes exist in the CNS, which are formed by oligodendrocytes prior to degeneration. Surprisingly, Caspr clusters are still clearly detected in the cKO spinal cords (Figure 3A, B), indicating that TDP-43 is dispensable for CNS paranodal junction formation. The dramatic difference in the requirement for TDP-43 between the PNS and CNS is highlighted at the dorsal root transition zone, where the paranodal junctions fail to form exclusively on the PNS side in the cKO and not on the CNS side (Figure 3A, Figure 3—figure supplement 1).

**Figure 3.**
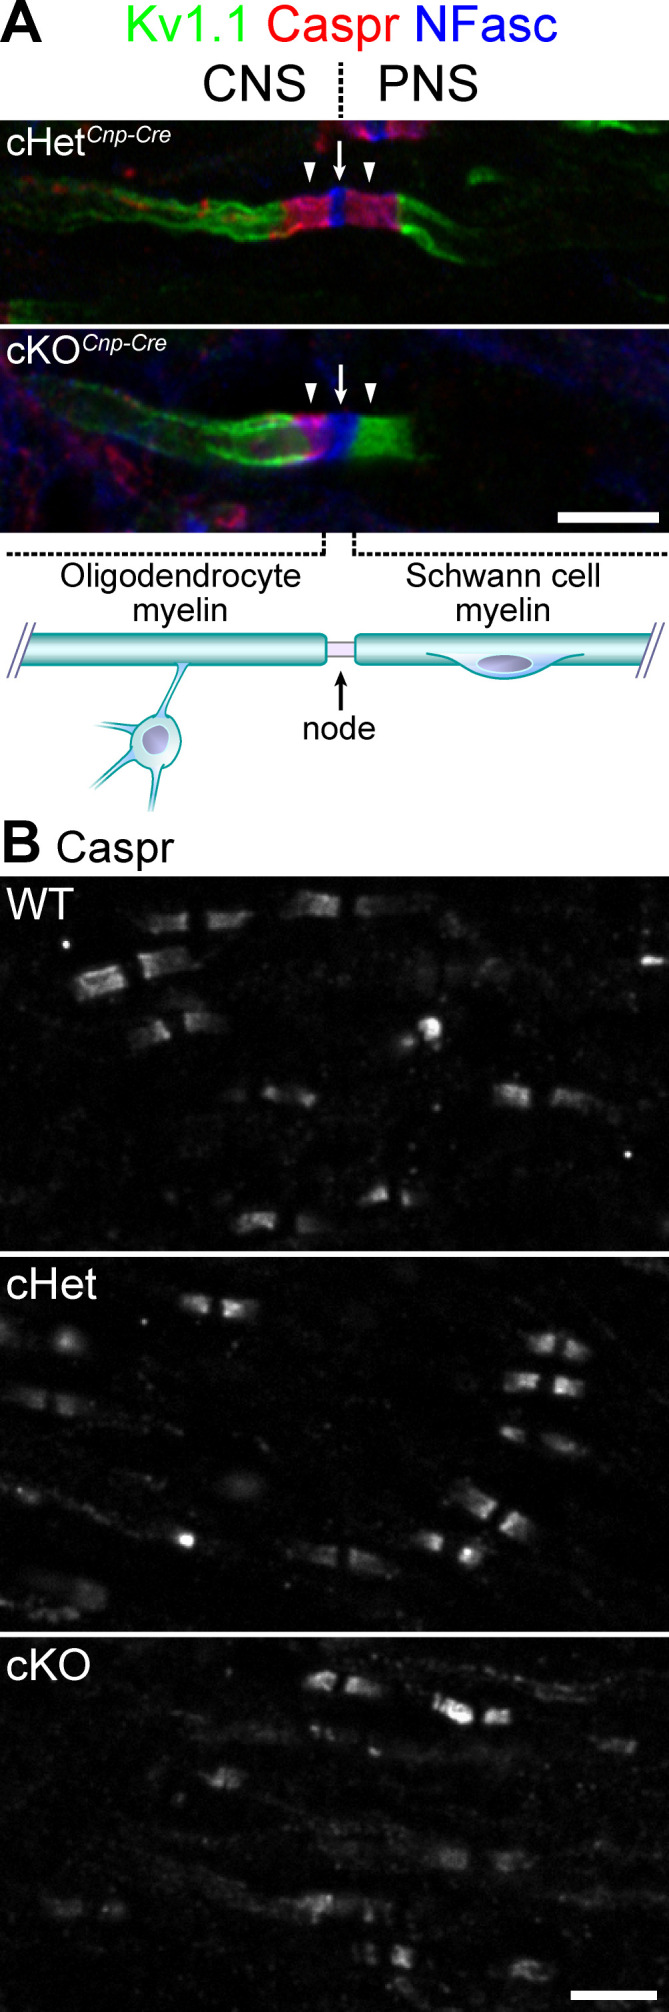
Knockout of TDP-43 in oligodendrocytes displays normal paranodal axoglial junctions in the central nervous system (CNS). (**A**) Immunostaining of the dorsal root entry zone from P60 conditional heterozygote (cHet) and conditional knockout (cKO) (by *Cnp-Cre*) spinal cords for Kv1.1 channels (green), contactin-associated protein (Caspr) (red), and neurofascin (NFasc) (blue). The node at the transition zone is indicated by an arrow and is shared by an oligodendrocyte at the left and a Schwann cell at the right, as illustrated below. The flanking CNS and peripheral nervous system (PNS) paranodes are indicated by arrowheads. Illustration adapted from Figure 1a of Chang et al., 2016, with permission. (**B**) Immunostaining of P21 spinal cords for Caspr. cHet and cKO by *Cnp-Cre*. Scale bars, 5 μm (**A, B**).

**Figure 3—figure supplement 1.**
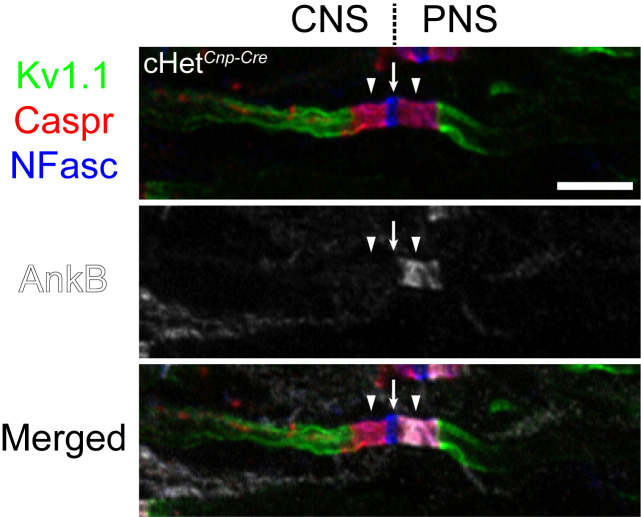
Nodes at the central nervous system–peripheral nervous system (CNS-PNS) transition zone are identified by immunostaining for the PNS paranodal marker ankyrinB (AnkB). Immunostaining images of the dorsal root entry zone from the P60 conditional heterozygote (cHet) spinal cord shown in Figure 3A with Kv1.1 channels (green), contactin-associated protein (Caspr) (red), neurofascin (NFasc) (blue), and AnkB (white). The node at the transition zone is indicated by an arrow, and the flanking CNS and PNS paranodes are indicated by arrowheads. The PNS paranode, but not the CNS paranode, is labeled by AnkB.

### Fine myelin structures are preserved in the absence of TDP-43

Schwann cells are highly polarized cells, forming multiple structures to facilitate their functions (Salzer, 2015). In view of the potential perturbation in the expression of numerous TDP-43 targets in the cKO Schwann cells, it is likely that other structural changes could be identified, in addition to paranodal junctions.

Cajal bands are cytoplasmic-network conduits distributed outside compact myelin and are proposed to transport mRNA and proteins from the cell body (Salzer, 2015). We examined the nerves for βII spectrin (Susuki et al., 2011) and found that Cajal bands are clearly visible in the absence of TDP-43 (Figure 4A). Within compact myelin resides the inner tongue—the innermost cytoplasmic channel of a myelinating Schwann cell. At the interface between the axolemma and the tip of the inner tongue, axoglial interactions create a strand of internodal specialization winding around the axon, called the juxtamesaxon (Poliak and Peles, 2003; Salzer, 2003). The Kv1 complex is localized at the juxtamesaxon, forming a double-stranded structure (Figure 4B). In the absence of TDP-43, the juxtamesaxon is formed normally (Figure 4B). Additionally, the lateral cytoplasmic channels of myelinating Schwann cells wrap around the axon and form paranodal loops, which are interconnected by autotypic tight, gap, and adherens junctions (Salzer, 2003). By immunostaining for the junctional components (zonula occludens-1 [ZO-1], connexin 32 [Cx32], and E-cadherin [E-cad], respectively), we find that they are all normally enriched at paranodes in the cKO (Figure 4C–E). Lastly, Schmidt–Lanterman incisures, the cytoplasmic channels that run through the compact myelin and connect the outermost and innermost cytoplasmic compartments of Schwann cells, can be identified by staining for myelin-associated glycoprotein (MAG). Once again, the incisures were normally formed, as observed by the classic funnel-shaped MAG staining in the TDP-43 cKO (Figure 4F). Taken together, by examining the fine structures found in Schwann cell myelin, our findings suggest that the major effect of ablating TDP-43 in Schwann cells specifically lies in the disruption of paranodal junctions.

**Figure 4.**
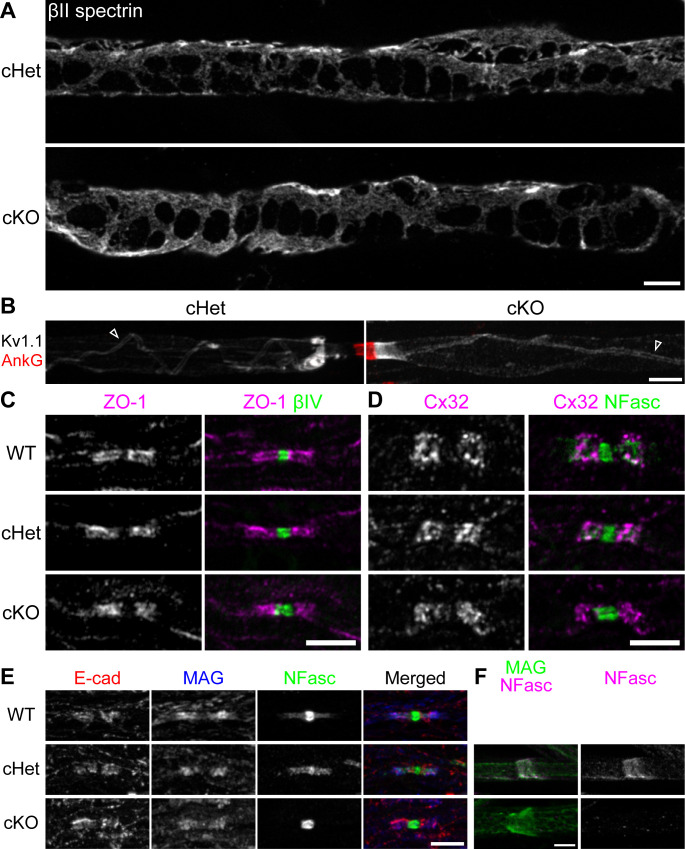
The fine myelin structures are formed normally in the TDP-43-cKO Schwann cells. (**A**) Immunostaining of Cajal bands in teased P29 ventral roots with an antibody against βII spectrin. (**B**) Immunostaining of teased P29 ventral roots for ankyrinG (AnkG) (red, node) and Kv1.1 channels (white). Localization of Kv1.1 channels in the juxtamesaxon is indicated by open arrowheads. (**C**) Immunostaining of P28 sciatic nerves for zonula occludens-1 (ZO-1) (magenta) and βIV spectrin (green, node). (**D**) Immunostaining of P28 trigeminal nerves for connexin 32 (Cx32) (magenta) and neurofascin (NFasc) (green). (**E**) Immunostaining of P28 sciatic nerves for E-cadherin (E-cad) (red), myelin-associated glycoprotein (MAG) (blue), and NFasc (green). (**F**) Immunostaining of teased P28 sciatic nerves for MAG (green, incisure) and NFasc (magenta). cHet and cKO by *Dhh-Cre* (**A–F**). Scale bars, 5 μm (**A–F**).

### NFasc expression requires TDP-43

How does TDP-43 deletion in Schwann cells induce the specific disruption of paranodal junctions? Among the known essential components, Caspr/Cntn and NF155, only NF155 is expressed by Schwann cells. Therefore, we asked whether the expression or the paranodal clustering of NF155 is impaired in the TDP-43 cKO. Consistent with disrupted expression of NF155, not only is NFasc staining absent from the paranodes in the TDP-43 cKO (Figure 2, Figure 2—figure supplement 1), but NFasc is also undetectable at the incisures (Figure 4F). By contrast, although NF155 is not highly clustered at the paranodes in mice lacking Caspr or galactocerebroside/sulfatide, it remains localized at the incisures (Poliak et al., 2001; Figure 5—figure supplement 1). Taken together, these data strongly suggest that NF155 expression is abolished in the absence of TDP-43.

NF155 is encoded by *Nfasc,* a highly alternatively spliced gene (Basak et al., 2007; Figure 5A; Supplementary file 1). Alternative splicing generates NFasc proteins with different domain architectures of the extracellular moiety in different cell types (Davis et al., 1996; Davis et al., 1993; Tait et al., 2000). In Schwann cells, *Nfasc* mRNA contains exons 23 and 24 while exons 28–30 are excluded, producing the glial-specific NF155 isoform. In neurons, *Nfasc* transcripts are spliced in the opposite way and are translated into the neuronal-specific NF186 isoform. When the expression of NFasc proteins in sciatic nerves is analyzed by western blotting, we find that NF155 is undetectable in the TDP-43 cKO whereas the level of NF186 is unchanged (Figure 5B). Similarly, the protein expression of Caspr in the cKO nerve also remains unchanged (Figure 5B). Moreover, by immunostaining the nascent nodes and paranodes in P3 sciatic nerves, NFasc is already absent from the cKO paranodes (Figure 5C). Consistently, the mRNA for NF155 is dramatically decreased in the cKO (Figure 5D). Therefore, our findings strongly suggest that ablating TDP-43 in Schwann cells leads to aberrant NF155 expression and in turn results in the failure of Caspr to cluster at paranodes and form paranodal junctions.

**Figure 5.**
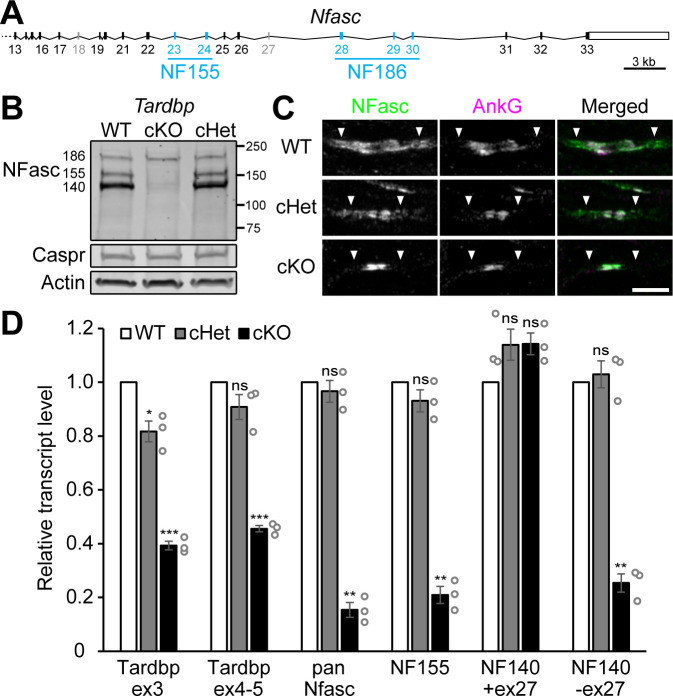
Schwann cell neurofascin (NFasc) expression is abolished in the TDP-43 conditional knockout (cKO). (**A**) The schema of mouse *Nfasc* locus showing the region from exon 13 to exon 33. The coding strand of *Nfasc* is located on the reverse strand of chromosome 1, as defined in the GRCm38/mm10 mouse genome assembly, and flipped here for reader convenience. Alternative exons specific to NF155 (exons 23 and 24) or NF186 (exons 28–30) are shown in blue while other alternative exons (exons 18 and 27) are shown in gray. NF140 contains neither exons 23 and 24 nor exons 28–30. The open rectangle denotes the untranslated region, and the solid ones the open reading frame. (**B**) Western blotting of P28 sciatic nerve homogenates probed for NFasc, contactin-associated protein (Caspr), and actin. (**C**) Immunostaining of P3 sciatic nerves for NFasc (green) and ankyrinG (AnkG) (magenta) showing pairs of approaching heminodes (nodes flanked by myelin sheaths only on one side). The paranodes are indicated by arrowheads. Scale bar, 5 μm. (**D**) RT-qPCR analysis of P28–P29 sciatic nerves shows the transcript levels relative to those of the wild-type (WT) after normalized to the internal control *Polr2a*. Exon 3 of *Tardbp* is the floxed exon, and the primer pair for *Tardbp* ex3 detects TDP-43 mRNA transcribed from the unrecombined allele. The primer pair for *Tardbp* exons 4–5 detects the nonfloxed region to confirm mRNA degradation after Cre recombination. Pan-*Nfasc* is detected by primers spanning exons 12–13, NF155 by primers spanning exons 22–23, NF140+ex27 by primers annealing to the junctions of exons 22/25 and exons 27/31, and NF140-ex27 by primers annealing to the junctions of exons 22/25 and exons 26/31. Bars represent mean ± SEM. n = 3 mice per genotype. *p<0.05; **p<0.01; ***p<0.001; ns, p≥0.05; one-sample unpaired two-tailed *t*-tests (WT vs. conditional heterozygote [cHet] and WT vs. cKO). cHet and cKO by *Dhh-Cre* (**B–D**). Figure 5—source data 1.Statistical summary for Figure 5D.

**Figure 5—figure supplement 1.**
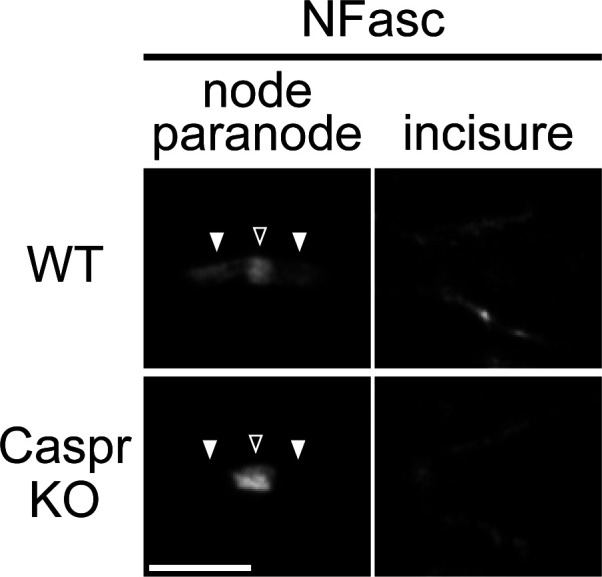
Localization of neurofascin (NFasc) in the Schmidt–Lanterman incisure is not affected in the contactin-associated protein knockout (Caspr KO). Immunostaining of P80 sciatic nerves for NFasc. Nodes are indicated by open arrowheads, and paranodes by solid arrowheads. Scale bar, 5 μm.

In addition to NF155 and NF186, the other major NFasc isoform is NF140 (Davis et al., 1993), which contains neither exons 23–24 nor exons 28–30. Unlike NF186, NF140 protein is only faintly detectable in the TDP-43 cKO (Figure 5B). Using the isoform-specific primers in the RT-qPCR analysis, we find that NF140 containing exon 27 (NF140+ex27) remains unchanged, but NF140 without exon 27 (NF140-ex27) dramatically decreases in the TDP-43 cKO (Figure 5D), suggesting a neuronal source of NF140+ex27 (Zhang et al., 2015) and a glial source of NF140-ex27. Together, our observations point to a model where TDP-43 either directly or indirectly regulates the expression of NFasc in Schwann cells, which in turn interacts with Caspr/Cntn on the axolemma and assembles the paranodal junctions.

### TDP-43 directly regulates NFasc expression by repressing the inclusion of a cryptic exon

To investigate how TDP-43 regulates *Nfasc* expression, RNA-seq was performed using sciatic nerves isolated from the WT and cKO mice (by *Cnp-Cre*). 

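The RNA-seq libraries came from the sciatic nerves of 9 mice aged 21 days. They were 3 WT mice (Tardbp floxed, no Cre), 3 cHet mice (Cnp-Cre with 1 floxed Tardbp allele) and 3 cKO mice (Cnp-Cre with both alleles floxed), with 2 females and 1 male in each genotype; the mice are numbered here from 1 to 3 within a genotype in the order of their IDs. Cnp-Cre expresses the recombinase from the locus of a myelin enzyme, and the paper uses it to target both Schwann cells and oligodendrocytes. The paper shows that other cells of the nerve keep TDP-43 with another line, Dhh-Cre. Which cells keep it with Cnp-Cre was not tested here. The authors' table lists genes by Ensembl identifier with 1 value per mouse, in normalized TPM (a measure of transcript abundance that corrects for transcript length, rescaled in each library). The submitters' processing notes name kallisto 0.44.0, which assigns reads to transcripts without placing each base, and sleuth 0.30.0. The values of a library add up to between 934932 and 1158094, and a rescaling by 1 factor per library would shift all genes of that library alike. The paper's methods give the reads per sample, but read counts cannot be recovered from such values, so the counting error of each value is unknown. Genes with a mean of at least 1 normalized TPM over the 9 libraries, 15014 in number, were compared between genotypes with limma on the log2(value + 1) scale, which pulls the fold changes of weakly expressed genes toward 0. In simulated data of the same size, 73 of 100 genes with a log2 change of 1 and 97 of 100 with a log2 change of 2 were recovered at an adjusted p under 0.05. The changed genes were drawn from those with a mean log2 value above 2, and each gene varied independently of the others. Recovery of weaker genes, or where many genes vary together, was not simulated. Genotypes were taken from the sample titles, which give 3 mice for each genotype as the paper's methods do. For 3 libraries (cHet mouse 1, cKO mice 1 and 2), the genotype tag in the labels names another genotype than the title.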

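Tardbp, which encodes the RNA-binding protein TDP-43, fell in the cKO nerves, and so did Cnp, the myelin enzyme gene into which the Cre was inserted. Tardbp (ENSMUSG00000041459, chromosome 4 of GRCm38, 148612382 to 148627019) had 199 ± 16.5 normalized TPM in the WT, 181 ± 4.90 in the cHet and 100 ± 5.11 in the cKO (SD, n = 3 mice each). The cKO nerves thus held 50.3% of the WT level, a log2 fold change of -0.98 (standard error 0.085, adjusted p = 0.00216 from limma with Benjamini-Hochberg). Cnp (ENSMUSG00000006782, chromosome 11, 100574904 to 100591729) had 1379 ± 283 normalized TPM in the WT, 764 ± 110 in the cHet and 617 ± 160 in the cKO (SD, n = 3 each). The cHet nerves held 55.4% and the cKO nerves 44.7% of its WT level, and the log2 fold change of the cKO was -1.17 (standard error 0.22, adjusted p = 0.0408 from limma with Benjamini-Hochberg). The cHet libraries, tested against the WT, gave a log2 fold change of -0.84 for Cnp and -0.14 for Tardbp, and neither passed. For both genes all 3 cKO values lay below all 3 WT values (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The libraries also differed in RNA of neighbouring tissues. The mean log2 value of 14 skeletal muscle genes was 9.16 in WT mouse 1 and 7.85 in cKO mouse 3, against 1.50 to 4.45 in the others. The mean of 14 neuronal genes was 7.46 in WT mouse 2, 6.25 in cHet mouse 1 and 6.39 in cKO mouse 3, against 2.60 to 4.11 in the others. Mitochondrial genes held 10.5 to 12.4% of the values in the cKO, 6.07 to 11.1% in the WT and 8.21 to 9.47% in the cHet. The fall of Cnp no longer passed without any of WT mice 1, 2 and 3 or cKO mice 1 and 3 (limma with Benjamini-Hochberg, adjusted p = 0.0732, 0.0819, 0.109, 0.159 and 0.134), and both calls ended when only libraries with matching title and genotype tag were used, which leaves 1 cKO library, while the log2 fold changes were -0.93 and -1.45 (adjusted p = 0.329 for Tardbp and 0.365 for Cnp; over all alternatives these ran from 0.00213 to 0.997 and from 0.0231 to 0.997).

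**Figure D1:**
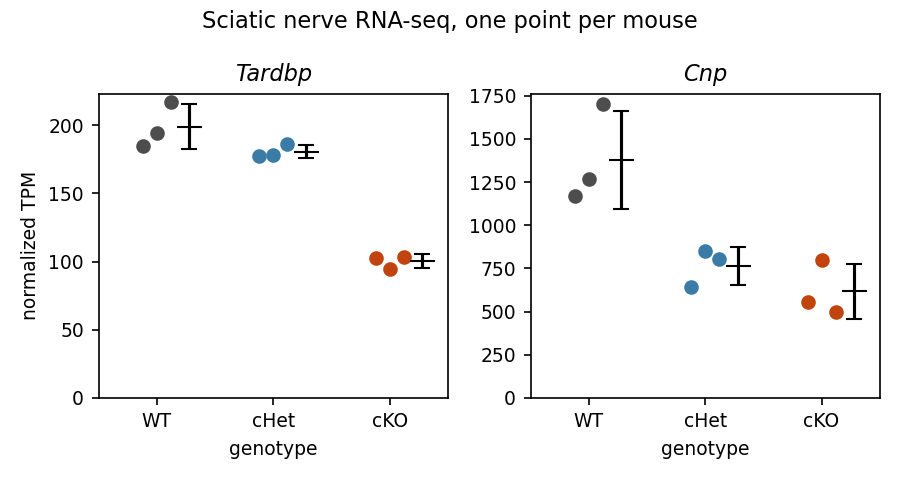
Normalized TPM of Tardbp and Cnp (y axes) by genotype (x axes) in sciatic nerve. Each point is 1 mouse, and the dash with bars to its right is the mean with the SD of 3 mice. All cKO points lie below all WT points in both panels, and the cHet points lie with the WT for Tardbp and with the cKO for Cnp.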

Intriguingly, when the sequencing reads are aligned to the *Nfasc* locus and analyzed, we find reads mapped to introns 17 and 18 of *Nfasc*. 

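Nfasc (ENSMUSG00000026442), which encodes the neurofascins of the nodes and paranodes, had 147 ± 58.1 normalized TPM in the WT, 153 ± 12.8 in the cHet and 94.8 ± 8.14 in the cKO nerves (SD, n = 3 mice each). Over all of its transcripts, those of axons included, the cKO nerves held 64.7% of the mean WT level. The gene lies on the minus strand of chromosome 1 of GRCm38, from 132564690 to 132741797, and has 10 annotated transcripts, of which 6 code for protein. Intron 17 runs from 132608382 down to 132607048 (1335 bp) and intron 18 from 132607002 down to 132605586 (1417 bp). Between them lies exon 18, of 45 bp, which 4 of the 6 coding transcripts include and whose length keeps the reading frame. The log2 fold change of Nfasc in the cKO against the WT was -0.56 (standard error 0.23) and did not pass the test across all genes (adjusted p = 0.350 from limma with Benjamini-Hochberg). As a gene named in advance, it had an unadjusted p of 0.0388 from limma. The two-sided exact permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow. The values of all 3 cKO mice (103, 87.1 and 93.9 normalized TPM) were below those of all 3 WT mice (111, 115 and 214). Without WT mouse 3, the highest of these, the log2 fold change was -0.25. The values are sums over the annotated transcripts of a gene, so they hold no separate level for intronic reads or splice junctions. The reads on introns 17 and 18 were not analysed here.

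**Figure D2:**
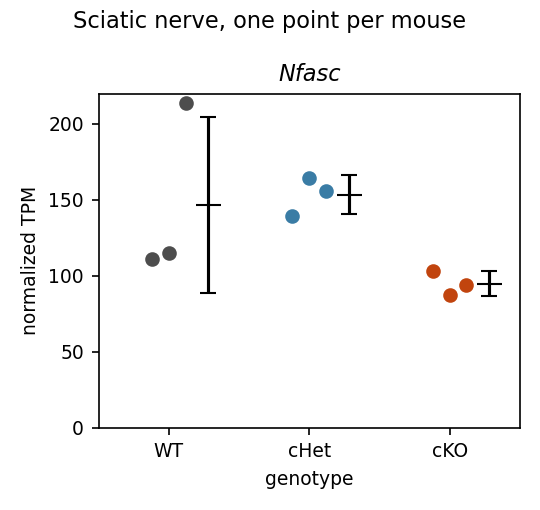
Normalized TPM of Nfasc (y axis) by genotype (x axis) in sciatic nerve. Each point is 1 mouse, and the dash with bars to its right is the mean with the SD of 3 mice. The cKO mice sit between 87.1 and 103, and 1 WT mouse at 214 stands above the rest.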

Because intron 17 contains a UG-rich sequence, a known consensus RNA-binding motif for TDP-43 (Polymenidou et al., 2011; Tollervey et al., 2011; Figure 6A, B), we data-mined the previously published cross-linking immunoprecipitation and high-throughput sequencing (CLIP-seq) data on TDP-43-binding transcripts in mouse brains (Polymenidou et al., 2011) and identify a single cluster of pre-mRNA binding peaks on *Nfasc* located at intron 17 (upper panel of Figure 6A). 

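The region of Nfasc intron 17 that Supplementary file 1 lists as CE1 is on the minus strand of chromosome 1 of GRCm38, from 132608090 down to 132607987, and is 104 bp long. Its first base comes 292 bp after the end of exon 17, and 939 bp of intron separate its last base from exon 18. None of the 10 annotated Nfasc transcripts overlaps it (0 of 10), and its sequence, unlike that of every other exon of that list, was not found in the annotated transcripts. In the direction of transcription it reads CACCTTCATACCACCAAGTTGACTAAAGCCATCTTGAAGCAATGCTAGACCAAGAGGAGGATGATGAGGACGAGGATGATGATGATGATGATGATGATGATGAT and ends in 10 repeats of GAT. Exon 17 before it (132608507 to 132608383) has 125 bp and exon 19 (132605585 to 132605484) has 102 bp. A table made against annotated transcripts, such as the one used here, cannot give CE1 a level of its own.

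**Figure D3:**
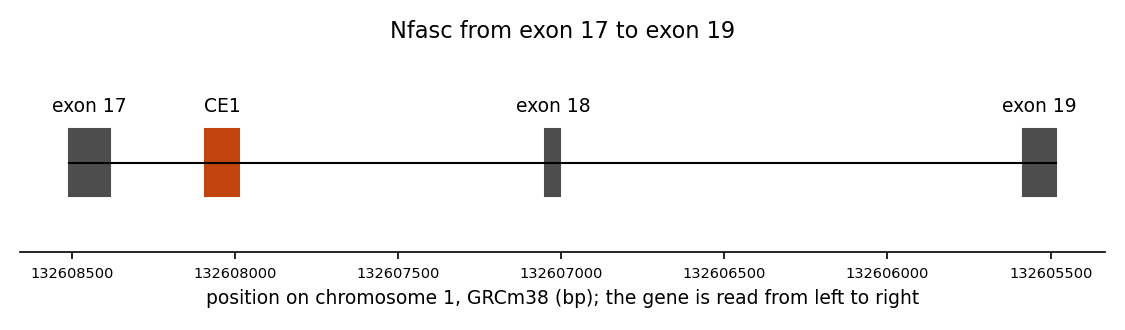
Map of Nfasc from exon 17 to exon 19, to scale, with the position on chromosome 1 of GRCm38 in bp on the x axis, drawn in the direction of transcription. Boxes are annotated exons (grey) and CE1 (orange, 104 bp), which sits 292 bp after exon 17.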

Further analysis reveals a 104-bp-long cassette exon in the cKO with a well-defined splice acceptor and splice donor, just upstream to the TDP-43-binding peaks (Figure 6B), characteristic of TDP-43-repressed cryptic exons (Ling et al., 2015). We term this region as cryptic exon 1 (CE1). Quantitative splice junction analyses using the percent spliced in index (PSI) reveal a near complete utilization of the cryptic exon splice acceptor (93.1%) in the cKO sciatic nerves compared with 25.3% in the WT nerves (Figure 6—figure supplement 1). By contrast, the usage of this cryptic splice acceptor is less dramatic (43.9%) in the spinal cords from the same TDP-43-cKO mice (Figure 6—figure supplement 1).

**Figure 6.**
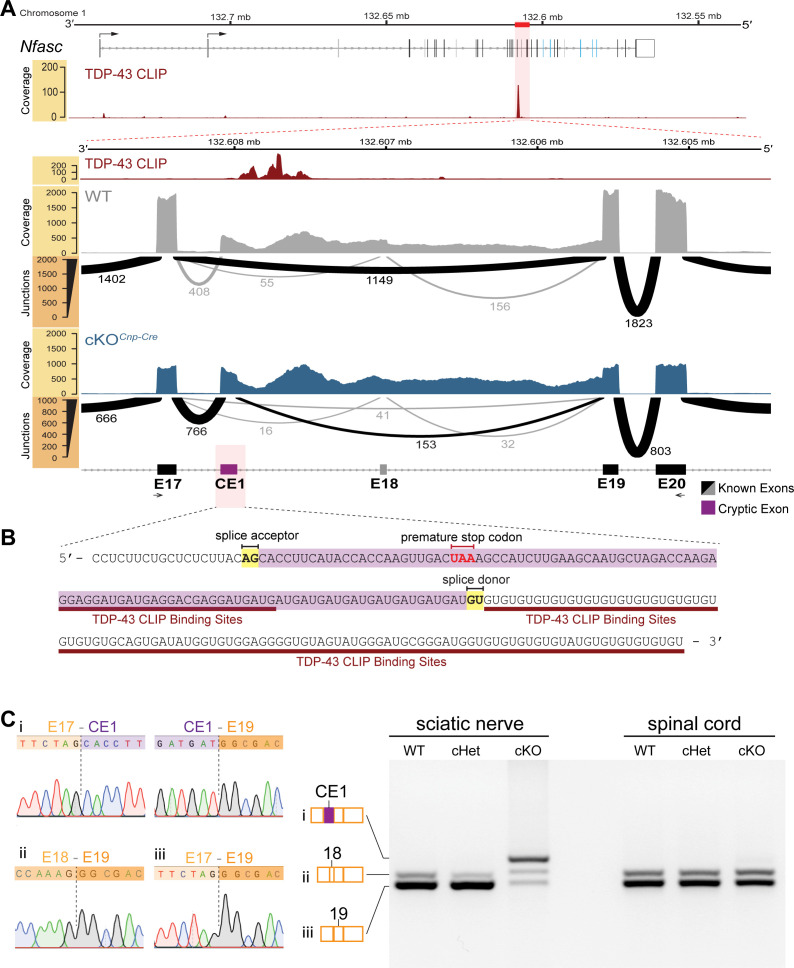
Cryptic exon located upstream of TDP-43-binding sites on *Nfasc* mRNA is highly expressed in the TDP-43 conditional knockout (cKO). (**A**) TDP-43 binds to *Nfasc* mRNA as seen from the TDP-43 mRNA binding CLIP-seq data from mouse brains, which shows binding peaks between exons 17 and 18 of *Nfasc* (upper panel). The exon color code in the upper panel follows that in Figure 5A; the bent arrows denote the two alternative transcription start sites from exons 1a and 1b (see Supplementary file 1 for detail). The lower panel is a zoom into this region of interest, with tracks of wild-type (WT) and TDP-43-cKO sciatic nerve RNA-seq read coverage and Sashimi plots to visualize major junction-spanning reads. The arc width is proportionate to the number of reads spanning the junction, which is labeled below each arc. There is a very large proportion of reads spanning from E17 to a new cryptic exonic region, upstream to the TDP-43-binding sites, in the cKO compared to the WT. (**B**) The RNA sequence transcribed from the cryptic exon (CE1) is given in purple. CE1 contains a stop codon in the open reading frame (ORF), well-defined splice acceptor and donor sites, and a downstream UG-rich TDP-43-binding region, characteristic of TDP-43 cryptic exons. (**C**) RT-PCR for *Nfasc* spliceforms using sciatic nerves and spinal cords isolated from P21 mice. Schematic of *Nfasc* spliceforms shows exon usage: E17–CE1–E19–E20 (i), E17–E18–E19–E20 (ii), and E17–E19–E20 (iii). The bands were excised and sequenced. Chromatograms covering the exon–exon junctions are shown at the left. Conditional heterozygote (cHet) and cKO by *Cnp-Cre*.

**Figure 6—figure supplement 1.**
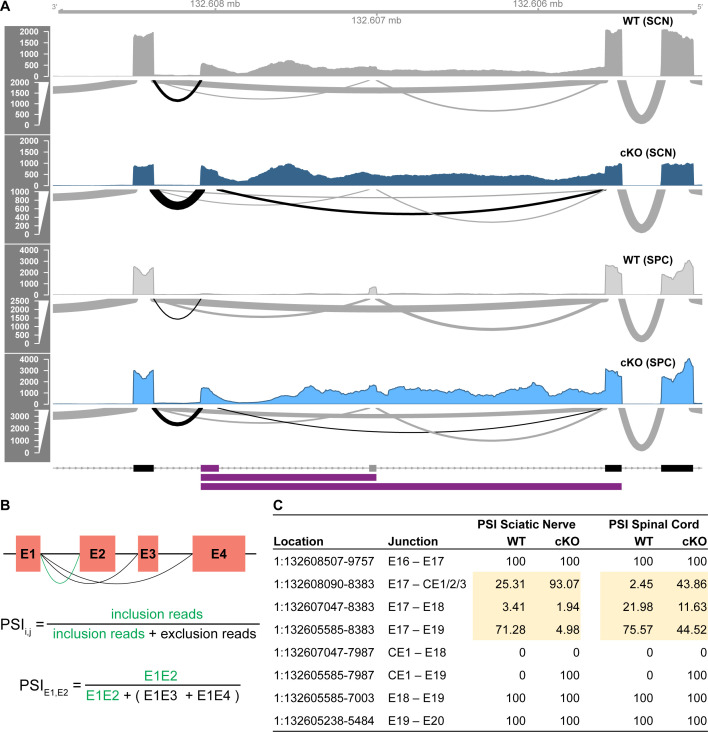
The identified cryptic exon is more highly expressed in sciatic nerves than in spinal cords and is spliced into >90% of *Nfasc* transcripts in the TDP-43-cKO sciatic nerves. (**A**) The Sashimi plot derived from the RNA-seq data of sciatic nerves (SCN) and spinal cords (SPC) is shown for *Nfasc* E17–E20. The arc width is proportionate to the number of reads spanning the junction. The Sashimi plot of the SCN RNA-seq data is the same as the one shown in Figure 6A and is included here for comparison with the SPC data. (**B**) The percent spliced in index (PSI) values of exon–exon junctions of interest. (**C**) Reads from E17 are predominantly spliced to E19 in wild-type (WT) SCN, and this shifts to >90% of reads from E17 spliced to the cryptic exon CE1/2/3 in the TDP-43-cKO SCN. The spliced exon population is tissue-specific. E18 is expressed at a higher proportion in SPC compared to the negligible expression in SCN. The cryptic exon is incorporated into a small proportion of *Nfasc* transcripts in the WT SCN, but is nominally expressed in the WT SPC. Cryptic exon usage is increased in the conditional knockout (cKO) to different extent in SCN and SPC.

**Figure 6—figure supplement 2.**
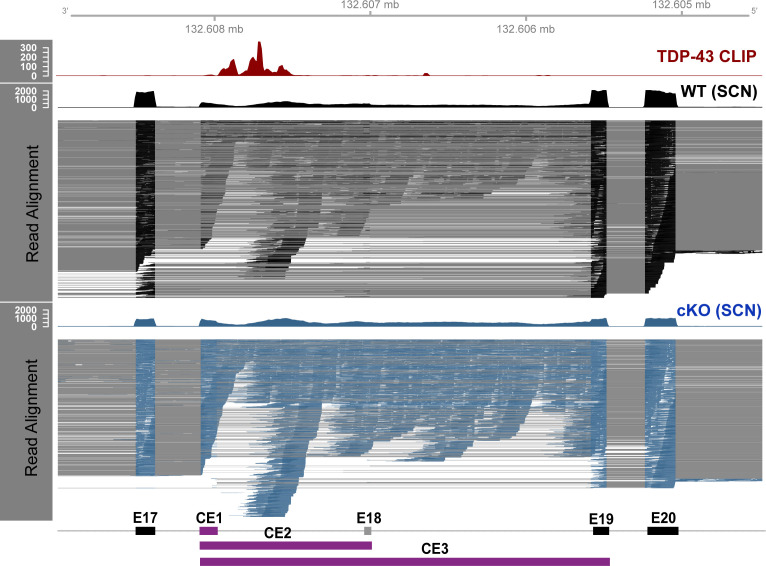
TDP-43-cKO RNA-seq reads align to novel exonic region upstream of TDP-43-binding regions in *Nfasc*. Plotted in the region of interest around the TDP-43-binding region of *Nfasc*, extending from E17 to E20, are the CLIP-seq reads of TDP-43 binding in adult wild-type (WT) mouse brains (red), and RNA-seq data from WT (black) and TDP-43-cKO (blue) sciatic nerves. Read coverage and genomic alignment of the reads are shown, along with annotated exons and novel cryptic exons. The RNA-seq reads spanning exon–exon junctions are connected by gray lines. Reads spanning the junction between E17 and CE1/2/3 or between CE1 and E19 are increased in the TDP-43 conditional knockout (cKO), and the reads spanning the junction of E17 and E19 are dramatically decreased, suggesting that TDP-43 binding to *Nfasc* pre-mRNA excludes the cryptic exon from the resulting mature transcripts.

**Figure 6—figure supplement 3.**
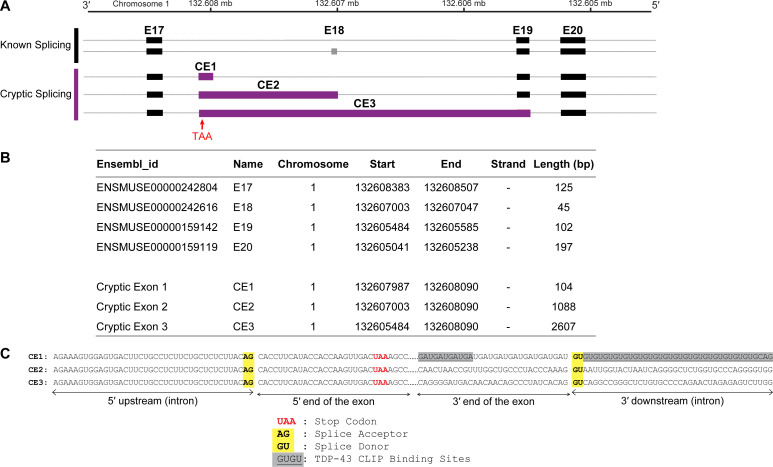
The identified candidate cryptic exons contain a premature stop codon in the open reading frame (ORF). (**A**) A diagram showing the known alternative splicing in the *Nfasc* E17–E20 region and the identified cryptic exon usage. (**B**) Chromosome location and length of E17–E20 and potential cryptic exons. (**C**) The sequence of the cryptic exons around the 3′ and 5′ splice sites. All three potential cryptic exons have the same start site, well-defined splice donor and acceptor sites, and a premature stop codon in the ORF.

More critically, this newly identified cryptic exon region contains a premature stop codon when spliced with the upstream constitutive exon 17 (Figure 6B). 

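Joined to exon 17, CE1 of Nfasc stops the reading frame after 8 residues. Translation was started at the ATG at base 91 of exon 3 and run through exons 3 to 17 into CE1, with the exon sequences of Supplementary file 1. The residues that begin at the junction are APSYHQVD, followed by the stop codon TAA at bases 24 to 26 of CE1, on chromosome 1 from 132608067 down to 132608065. The stop codon lies 78 bases before the end of CE1. The length of CE1 leaves a remainder of 2 when divided by 3, so CE1 also shifts the frame of the exons after it. The place of the stop codon was the same with and without exons 4 and 9, which some Nfasc transcripts skip and whose lengths keep the frame. The sequence gives the frame only, and no mouse or library enters into it. From the stop codon, the paper reasons that nonsense-mediated decay lowers Nfasc transcripts in Schwann cells without TDP-43.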

A premature stop codon is the trigger for nonsense-mediated decay (NMD) (Karousis and Mühlemann, 2019), thereby providing the mechanistic explanation to the dramatic reduction of *Nfasc* transcripts and the absence of NFasc protein in the TDP-43-deleted Schwann cells (Figure 4F, Figure 5). 

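A neurofascin that ends in CE1 would keep 635 residues if all exons from 3 to 17 are joined, with a calculated mass of 71.5 kDa before any modification. Skipping exon 4 gives 629 residues and 70.8 kDa, skipping exon 9 gives 618 residues and 69.6 kDa, and skipping both gives 612 residues and 68.9 kDa. In the annotation, 2 of the 6 coding transcripts of Nfasc contain exon 4, 2 contain exon 9 and none contains both (0 of 6). The 5 coding transcripts that use the start codon in exon 3 encode proteins of 899 to 1347 residues, or 101.2 to 150.4 kDa. All of these masses include the signal peptide and leave out glycosylation.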

A discrete band representing a potential truncated NFasc protein (with calculated molecular weight of 69 kDa before glycosylation, caused by the premature stop codon) is undetectable in the cKO by western blotting (Figure 5B), suggesting that the remaining 20% transcripts could be en route for degradation. Additionally, there are many less representative splice junction reads (<5 reads per species) in the region between CE1 and exon 19 (Figure 6A, Figure 6—figure supplement 2), suggesting weaker splice donor usage downstream of CE1. These reads are also increased upon TDP-43 deletion (Figure 6A, Figure 6—figure supplement 2), and we collectively term these cryptic exon extensions CE2 and CE3 (Figure 6—figure supplements 1–3). Regardless of the usage of CE1, CE2, or CE3, the premature stop codon is present in all these transcripts and thus render them substrates for NMD (Figure 6—figure supplement 3C).

To further confirm the presence of this cryptic exon in *Nfasc*, RT-PCR was performed. The predominant *Nfasc* isoform uses exons 17 and 19 and excludes exon 18 in the WT and cHet mice (Figure 6C). Consistent with the bioinformatic analysis, the predominant *Nfasc* isoform uses CE1 in the cKO sciatic nerves (Figure 6C). The precise splice junctions are confirmed by Sanger sequencing of the PCR products (Figure 6Ci-iii). By contrast, the utilization of CE1 is not observed in the majority of *Nfasc* transcripts in the spinal cords from the same TDP-43-cKO mice, and the CE1-containing PCR product is only faintly detected. Taken together, the data indicate an increased usage of the cryptic exon in *Nfasc* upon the loss of TDP-43 in the myelinating glia, where TDP-43 is required for proper splicing of the vast majority of *Nfasc* transcripts in Schwann cells, but not oligodendrocytes.

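The mean level of Nfasc in the cKO nerves lay below that of both other genotypes, without passing the test across all genes. Against the cHet, whose Schwann cells carry the same Cre and 1 intact Tardbp allele, the cKO nerves held 61.8% of the Nfasc level, a log2 fold change of -0.69 (standard error 0.23, adjusted p = 0.211 from limma with Benjamini-Hochberg). The cHet nerves were at 104.6% of the WT. Against the WT and cHet libraries together, a comparison chosen after the values were seen, the log2 fold change was -0.62 (two-sided exact permutation test of 3 mice against 6, p = 0.0357, where 0.0119 is the smallest p possible). The adjusted p of that comparison over all genes was 0.155 from limma with Benjamini-Hochberg. Tardbp fell against the cHet as well, by 0.85 on the log2 scale (adjusted p = 0.00371 from limma with Benjamini-Hochberg). The libraries richest in neuronal RNA, those of WT mouse 2, cHet mouse 1 and cKO mouse 3, had 115, 139 and 93.9 normalized TPM of Nfasc, which includes any Nfasc RNA of neurons. Junction reads and the spinal cord were not analysed here. From the inclusion of CE1 in the cKO nerves and its lower use in the spinal cord of the same mice, the paper concludes that TDP-43 is needed for the splicing of most Nfasc transcripts in Schwann cells but not in oligodendrocytes.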

### TDP-43 is required for maintaining paranodal junctions in adult mice

Gene expression profiles change dramatically when Schwann cells transition from actively myelinating to the mature state (Patzig et al., 2011; Siems et al., 2020). Therefore, whether TDP-43 continues to control NFasc expression in mature Schwann cells after myelination needs to be addressed. It is clear from the analysis of the P60 cKO nerves that paranodal junctions are still absent (Figure 2—figure supplement 1D, E, Figure 3A), suggesting a lack of compensatory factors in the mature state that may bypass the need for TDP-43. To determine if loss of TDP-43 in mature Schwann cells results in termination of NFasc expression and then disassembly of paranodal junctions, we combined *Tardbp^fl/fl^* with *Mpz-CreERT2* (Leone et al., 2003) (TDP-43 icKO) to conditionally induce deletion of TDP-43 in adulthood (~40–60% TDP-43 recombination efficiency in Krox20^+^ Schwann cells). At 3 months post-tamoxifen injection, NFasc is absent from a similar proportion of Schmidt–Lanterman incisures in the sciatic nerves and ventral roots (Figure 7A, Figure 7—figure supplement 1A). RT-PCR analysis of the sciatic nerves reveals a dramatic increase in the CE1 usage of *Nfasc* transcripts (Figure 7B). These observations suggest that TDP-43 continues to play an essential role in regulating NFasc expression by repressing the CE inclusion even in the mature state.

**Figure 7.**
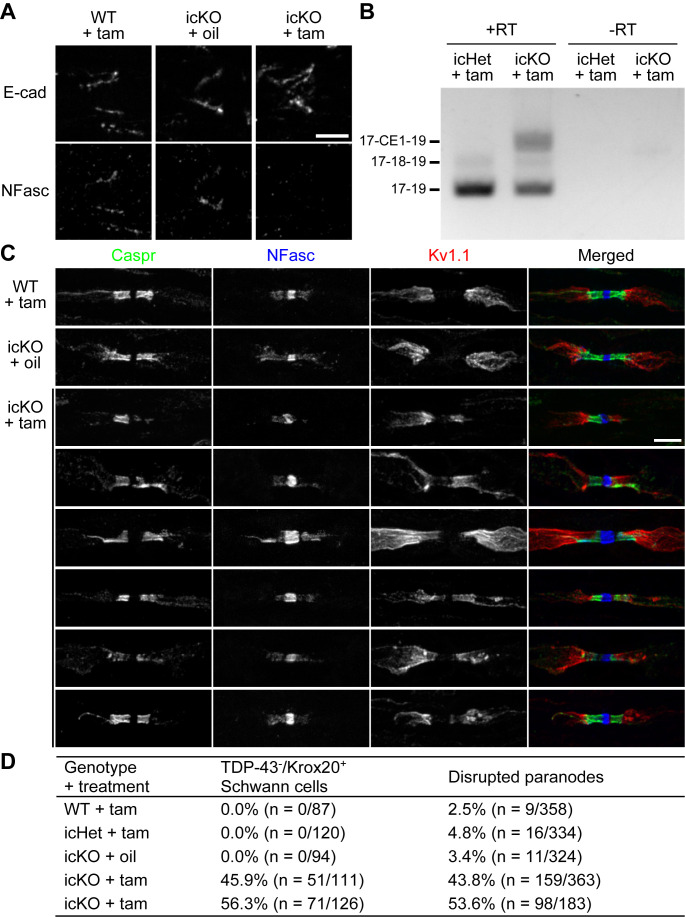
Paranodal junctions are disrupted when TDP-43 is deleted in adult Schwann cells. (**A**) Immunostaining of adult sciatic nerves at 3 months after injection of tamoxifen (tam) or corn oil alone (oil) for E-cadherin (E-cad) (incisures) and neurofascin (NFasc). Scale bar, 5 μm. (**B**) RT-PCR for *Nfasc* spliceforms using sciatic nerves at 3 months after tamoxifen administration. +RT, reactions with reverse transcriptase; −RT, reactions without reverse transcriptase. (**C**) Immunostaining of adult sciatic nerves at 5 months after injection of tamoxifen (tam) or corn oil alone (oil) for contactin-associated protein (Caspr) (green), NFasc (blue), and Kv1.1 channel (red). Scale bar, 5 μm. (**D**) The sciatic nerve sections were immunostained for Krox20 and TDP-43 and quantified for the percentage of Krox20-positive nuclei that are TDP-43-negative. Immunostaining for Caspr and Kv1.1 was quantified for the percentage of Kv1.1-positive paranodes/juxtaparanodes that exhibit paranodal junction disruption defined as paranodal invasion of Kv1.1 and/or fragmented/shortened Caspr clusters. n represents the number of paranodes or nuclei analyzed for each mouse.

**Figure 7—figure supplement 1.**
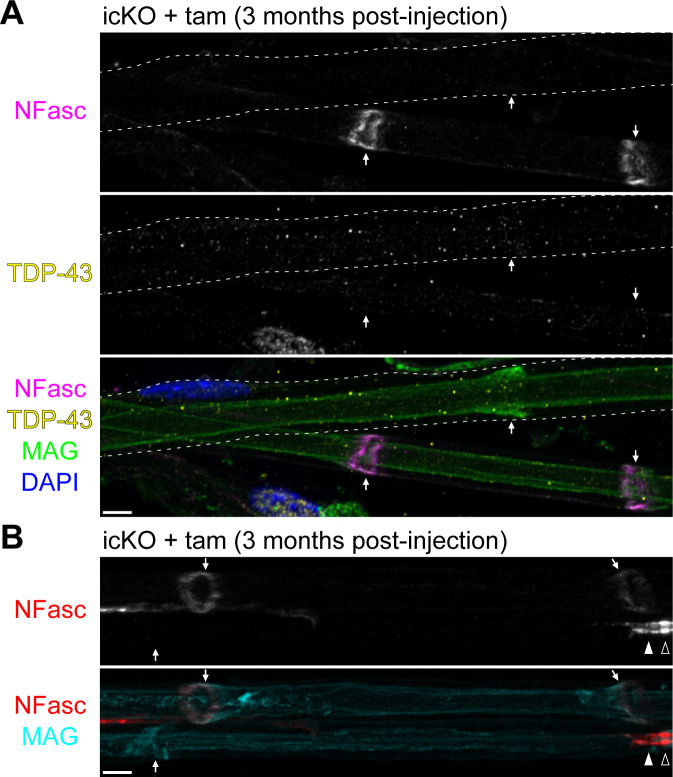
Neurofascin (NFasc) turns over faster at the incisures than at the paranodal junctions. (**A**) Immunostaining of teased ventral roots from the TDP-43-icKO mice at 3 months after tamoxifen injection for NFasc (magenta), TDP-43 (yellow), myelin-associated glycoprotein (MAG) (green), and DAPI (blue). The cell contour of a TDP-43-KO Schwann cell is delineated with dashed lines, and NFasc is absent from its incisure. The incisures are indicated by arrows. (**B**) Immunostaining of teased ventral roots from the TDP-43-icKO mice at 3 months after tamoxifen injection for NFasc (red) and MAG (cyan). NFasc is absent from the incisure of the bottom Schwann cell but is still enriched at its paranode. The incisures are indicated by arrows, the paranode by a solid arrowhead, and the node by an open arrowhead. Scale bars, 5 μm.

NFasc is notorious for its stability in the molecular domains where it is involved and requires a long time for protein turnover after adult or juvenile NFasc deletion (8–16 weeks at nodes; ≥8 weeks at paranodes) (Desmazieres et al., 2014; Pillai et al., 2009; Zonta et al., 2011). While NFasc protein is absent from the TDP-43-icKO incisures with residual NFasc still detected at paranodes to different extent, the paranodal diffusion barrier is compromised (Figure 7C, Figure 7—figure supplement 1B). This ranges from paranodal invasion of Kv1.1 to fragmentation or shortening of Caspr clusters (Figure 7C), and is consistent with the ongoing disassembly of paranodal junctions, similar to when *Nfasc* is ablated from mature Schwann cells (Pillai et al., 2009). The proportion of paranodal junctions that are disrupted at 5 months post-tamoxifen injection is similar to the icKO recombination efficiency (Figure 7D), suggesting that paranodal disruption is prevalent among the mature Schwann cells lacking TDP-43. Altogether, our findings strongly suggest that TDP-43 in mature Schwann cells continues to repress the CE inclusion and supply NFasc for maintaining paranodal junctions.

## Discussion

TDP-43 is a ubiquitously expressed RNA/DNA-binding protein that covers one third of the transcriptome as potential targets of regulation (Ederle and Dormann, 2017; Ling et al., 2013). Consistent with its broad expression, emerging evidence indicates that the physiological and pathological roles for TDP-43 are no longer limited to neurons, but that TDP-43 is essential for normal function in glia (Paolicelli et al., 2017; Peng et al., 2020; Velebit et al., 2020; Wang et al., 2018). Additionally, the PNS has long been overlooked, though cell-autonomous roles for TDP-43 in peripheral cells have been implicated (Gentile et al., 2019). In this study, we demonstrate for the first time an essential role for TDP-43 in Schwann cells to facilitate rapid nerve conduction. We find that loss of TDP-43 in Schwann cells does not alter the structure of compact myelin, but instead the paranodal junction—the attachment site of myelin to the axon—is specifically disrupted, resulting in a 50% delay in nerve conduction velocity and functional motor deficits. Furthermore, we identify a previously unknown cryptic exon in the *Nfasc* gene, which overlaps with TDP-43-binding sites. Schwann cell NFasc protein is known to be essential for paranodal junction assembly and maintenance (Pillai et al., 2009; Zonta et al., 2008). We uncover the almost exclusive inclusion of this cryptic exon in the TDP-43-cKO Schwann cells, which introduces a premature stop codon and completely abolishes NFasc protein production, therefore, remarkably phenocopying NFasc cKO and icKO in Schwann cells (Pillai et al., 2009). The possession of a myriad of targets implies that TDP-43 is a pleiotropic gene, and we find that the myelinated axons in the TDP-43 cKO tend to have smaller diameters that may also contribute to the conduction delay (Figure 1—figure supplement 2B). However, from various studies, the absence of paranodal junctions in mice lacking Caspr or Schwann cell NFasc results in ~40–50% peripheral nerve conduction delay (Bhat et al., 2001; Pillai et al., 2009; Susuki et al., 2013), and we observe an average 52% delay in the TDP-43 cKO, suggesting that the absence of Schwann cell NFasc and paranodal junctions is the main contributor to the conduction delay in the TDP-43 cKO. All in all, our findings point to an absolute requirement of Schwann cell TDP-43 for NFasc expression and paranodal junction assembly/maintenance, and provide a framework for a mechanism where TDP-43 alters nerve conduction velocity by exerting its function in PNS myelin-forming glia to regulate neuron–glial interactions.

Schwann cell differentiation and myelination are controlled under a network of interacting transcription factors and signaling pathways (Monk et al., 2015; Stolt and Wegner, 2016). *Nfasc* and *Gldn* mRNA expression in Schwann cells coincides with the onset of myelination (Basak et al., 2007), suggesting that the transcriptional control for myelination also participates in orchestrating the formation of nodal and paranodal molecular domains during myelination. Nevertheless, the insufficiency of transcriptional regulation alone for controlling the precise timing of node assembly has recently been revealed for Gldn, whose node-inducing activity in premyelinating ensheathing Schwann cells is inhibited by Tolloid-like proteinases (Eshed-Eisenbach et al., 2020). Our identification of the novel cryptic exon residing in intron 17 of *Nfasc* may provide a fine-tuning mechanism governed by TDP-43, especially as the expression of TDP-43 is found to be highly regulated during development (Sephton et al., 2010) and may differ between cell types. Alternatively, TDP-43 may just play an all-or-none role in maintaining the intron integrity for *Nfasc* intron 17 to ensure NFasc expression. Future studies will determine whether and how the expression timing and paranodal stoichiometry of NFasc are regulated by TDP-43 and will provide further insight into the functional role of TDP-43 in the timely assembly and proper maintenance of paranodal junctions.

TDP-43 and NFasc are expressed by both Schwann cells and oligodendrocytes. Therefore, it is surprising to find that TDP-43 is required for NFasc expression and paranodal junction assembly exclusively in Schwann cells and not oligodendrocytes. Through our RNA-seq and splicing analyses, we also identify an increased usage of this *Nfasc* cryptic exon in the TDP-43-cKO spinal cords, although this usage is not increased to the same extent as in sciatic nerves. This suggests that TDP-43 actually performs in a similar manner on *Nfasc* expression by repressing this cryptic exon in both PNS and CNS myelinating glia. Conceivably, the difference in the extent of regulation in Schwann cells and oligodendrocytes may result from the different compositions of various RNA-binding proteins that regulate pre-mRNA splicing in different cell types (Fu and Ares, 2014). Future studies will identify the RNA-binding proteins in oligodendrocytes that may repress the *Nfasc* cryptic exon in the absence of TDP-43. Furthermore, neuronal NFasc (NF186) is highly enriched at the axon initial segments and nodes and is required for maintaining the high density of Nav channels therein (Amor et al., 2017; Desmazieres et al., 2014; Zonta et al., 2011). Ablation of neuronal NFasc drastically impairs the spontaneous firing of Purkinje neurons and delays peripheral nerve conduction. Given that this newly identified *Nfasc* cryptic exon is located immediately downstream of a constitutive exon shared by all NFasc isoforms, follow-up studies should investigate to what extent the expression level of neuronal NFasc is affected with the loss of function for TDP-43. Although not discussed in a previous study where TDP-43 is overexpressed under the Thy1.2 promoter to induce its aggregation in neurons, *Nfasc* is among the top-21 downregulated genes (Shan et al., 2010). Retrospectively, the direct regulation mechanism we uncover here may be generalizable to the physiology of neurons as well.

TDP-43 aggregates have been described in both neurons and glia in the CNS for over a decade (Arai et al., 2006; Neumann et al., 2006). It was not until recently that the pathological TDP-43 aggregates were discovered in Schwann cells in an ALS patient (Nakamura-Shindo et al., 2020). Our findings reveal that Schwann cell TDP-43 is essential for the formation and maintenance of paranodal junctions, and the cKO mice display motor deficits when challenged on the rotarod, suggesting that optimal nerve conduction in the PNS provided by Schwann cell TDP-43 and paranodal junctions is essential for motor coordination. Some distinct potential TDP-43-binding sites on human *NFASC* pre-mRNA could be identified using the human CLIP-seq data set (Tollervey et al., 2011) (data not shown). Therefore, follow-up studies are necessary to provide a comprehensive view on whether TDP-43 binds to *NFASC* transcripts and regulates *NFASC* expression in human Schwann cells, and to determine the prevalence of Schwann cell TDP-43 aggregates in patients and the functional consequence. Our findings are the first to demonstrate a functional role for TDP-43 in axon–glial interactions in the PNS and provide a framework and mechanism for how Schwann cell-autonomous dysfunction in nerve conduction is directly caused by TDP-43 loss of function.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	*Tardbp^fl/fl^*	Jackson Laboratory	Stock #: 017591; MGI:4834273	
Genetic reagent (*M. musculus*)	*Dhh-Cre*	PMID:12782656	MGI:4359600	Dr. Dies Meijer
Genetic reagent (*M. musculus*)	*Mpz-Cre* (*P0-Cre*)	Jackson Laboratory	Stock #: 017927; MGI:2450448	
Genetic reagent (*M. musculus*)	*Cnp-Cre*	PMID:12590258	MGI:3051635	Dr. Klaus-Armin Nave
Genetic reagent (*M. musculus*)	*Cntnap1^-/-^* (Caspr KO)	PMID:14676309	MGI:3026869	
Genetic reagent (*M. musculus*)	*Mpz-CreERT2* (*P0-CreERT2*)	PMID:12727441	MGI:2663097	Drs. Ueli Suter and Gabriel Corfas
Antibody	Anti-actin (mouse monoclonal C4)	MilliporeSigma	Cat #: MAB1501R; RRID:AB_2223041	(1:5000)
Antibody	Anti-AnkB (mouse monoclonal N105/17)	UC Davis/NIH NeuroMab Facility	Clone: N105/17; RRID:AB_10674432	(1:10)
Antibody	Anti-AnkG (mouse monoclonal N106/36)	UC Davis/NIH NeuroMab Facility	Clone: N106/36; RRID:AB_10697718	(1:10)
Antibody	Anti-AnkG (mouse monoclonal N106/65)	UC Davis/NIH NeuroMab Facility	Clone: N106/65; RRID:AB_10673449	(1:10)
Antibody	Anti-βII spectrin (mouse monoclonal 42)	BD Biosciences	Cat #: 612562; RRID:AB_399853	(1:200)
Antibody	Anti-βIV spectrin (chicken polyclonal)	PMID:20980605	RRID:AB_2827639	(1:200) Dr. Matthew N. Rasband
Antibody	Anti-βIV spectrin (rabbit polyclonal)	PMID:15317849	RRID:AB_2315634	(1:500) Dr. Matthew N. Rasband
Antibody	Anti-Caspr (mouse monoclonal Mab275)	PMID:10624965	RRID:AB_2314218	(1:200)
Antibody	Anti-Caspr (rabbit polyclonal)	PMID:9118959	RRID:AB_2314220	(1:800 staining)
Antibody	Anti-Caspr (rabbit polyclonal)	Abcam	Cat#: ab34151; RRID:AB_869934	(1:1000 blotting)
Antibody	Anti-Caspr2 (rabbit polyclonal)	PMID:10624965		(1:500)
Antibody	Anti-Cntn (goat polyclonal)	R&D Systems	Cat #: AF904-SP; RRID:AB_2292070	(1:500)
Antibody	Anti-Cx32 (mouse monoclonal 5F9A9)	Thermo Fisher Scientific	Cat #: 35-8900; RRID:AB_2533228	(1:200)
Antibody	Anti-E-cadherin (mouse monoclonal 36)	BD Biosciences	Cat #: 610181; RRID:AB_397580	(1:200)
Antibody	Anti-Gldn (mouse monoclonal Mab94)	PMID:16039564		(1:200)
Antibody	Anti-Gldn (rabbit polyclonal)	PMID:17485493		(1:500)
Antibody	Anti-Krox20 (rabbit polyclonal)	PMID:15282162		(1:800) Dr. Dies Meijer
Antibody	Anti-Kv1.1 (mouse monoclonal K20/78)	UC Davis/NIH NeuroMab Facility	Clone: K20/78; RRID:AB_10672854	(1:10)
Antibody	Anti-Kv1.2 (rabbit polyclonal)	PMID:7623158		(1:500) Dr. Matthew N. Rasband
Antibody	Anti-MAG (mouse monoclonal 513)	PMID:2444603		(1:500) Dr. Marie T. Filbin
Antibody	Anti-NFasc (chicken polyclonal)	R&D Systems	Cat #: AF3235; RRID:AB_10890736	(1:200 staining) (1:500 blotting)
Antibody	Anti-panNav (mouse monoclonal K58/35)	MilliporeSigma	Cat #: S8809; RRID:AB_477552	(1:200)
Antibody	Anti-PDGFRα (rabbit polyclonal)	PMID:8714519	RRID:AB_2315173	(1:2000) Dr. William B. Stallcup
Antibody	Anti-Sox10 (goat polyclonal)	R&D Systems	Cat #: AF2864; RRID:AB_442208	(1:200)
Antibody	Anti-TDP-43 (mouse monoclonal 3H8)	EnCor Biotechnology	Cat #: MCA-3H8; RRID:AB_2572387	(1:800)
Antibody	Anti-TDP-43 (rabbit polyclonal)	Proteintech	Cat #: 10782-2-AP; RRID:AB_615042	(1:500)
Antibody	Anti-ZO-1 (mouse monoclonal 1A12)	Thermo Fisher Scientific	Cat #: 33-9100; RRID:AB_2533147	(1:200)
Antibody	Anti-chicken AMCA (goat polyclonal)	Jackson ImmunoResearch	Cat#: 103-155-155; RRID:AB_2337385	(1:200)
Antibody	Anti-chicken AlexaFluor 594 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A-11042; RRID:AB_2534099	(1:1000)
Antibody	Anti-chicken DyLight 680 (goat polyclonal)	Rockland	Cat #: 603-144-126; RRID:AB_1057473	(1:10,000)
Antibody	Anti-goat AlexaFluor 594 (donkey polyclonal)	Thermo Fisher Scientific	Cat#: A-11058; RRID:AB_2534105	(1:1000)
Antibody	Anti-mouse IRDye 800CW (goat polyclonal)	LI-COR Biotechnology	Cat #: 925-32210; RRID:AB_2687825	(1:10,000)
Antibody	Anti-mouse IgG1 AlexaFluor 488 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A-21121; RRID:AB_2535764	(1:1000)
Antibody	Anti-mouse IgG1 AlexaFluor 594 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A-21125; RRID:AB_2535767	(1:1000)
Antibody	Anti-mouse IgG1 AlexaFluor 647 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A-21240; RRID:AB_2535809	(1:1000)
Antibody	Anti-mouse IgG2a AlexaFluor 488 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A-21131; RRID:AB_2535771	(1:1000)
Antibody	Anti-mouse IgG2a AlexaFluor 594 (goat polyclonal)	Jackson ImmunoResearch	Cat#: 115-585-206; RRID:AB_2338886	(1:800)
Antibody	anti-mouse IgG2a AlexaFluor 647 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A-21241; RRID:AB_2535810	(1:1000)
Antibody	Anti-mouse IgG2b AlexaFluor 594 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A-21145; RRID:AB_2535781	(1:1000)
Antibody	Anti-mouse IgG2b AlexaFluor 647 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A-21242; RRID:AB_2535811	(1:1000)
Antibody	Anti-rabbit AlexaFluor 488 (donkey polyclonal)	Thermo Fisher Scientific	Cat#: A-21206; RRID:AB_2535792	(1:1000)
Antibody	Anti-rabbit AlexaFluor 488 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A-11034; RRID:AB_2576217	(1:1000)
Antibody	Anti-rabbit AlexaFluor 594 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A-11037; RRID:AB_253409	(1:1000)
Antibody	Anti-rabbit IRDye 800CW (goat polyclonal)	LI-COR Biotechnology	Cat #: 925-32211; RRID:AB_2651127	(1:10,000)

### Mice

Construction of the mouse lines was described previously: *Tardbp^fl/fl^* (Chiang et al., 2010) (JAX 017591); *Dhh-Cre* (Jaegle et al., 2003); *Mpz-Cre* (*P0-Cre*) (Feltri et al., 1999) (JAX 017927); *Cnp-Cre* (Lappe-Siefke et al., 2003); *Cntnap1^-/-^* (Caspr KO) (Gollan et al., 2003); *Mpz-CreERT2* (*P0-CreERT2*) (Leone et al., 2003). All experiments involving mice were performed in compliance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals or the Association for Assessment and Accreditation of Laboratory Animal Care guidelines for animal use and were preapproved by the Institutional Animal Care and Use Committees at the University of California, San Francisco (protocol number: AN180003), National University of Singapore (protocol numbers: BR17-0928 and R17-0634), and Wright State University (Animal Use Protocol # 1113). The mice were housed in barrier facilities under a 12 hr light/dark cycle with free access to food and water. Male and female mice were randomly allocated to the experimental groups according to their age and genotypes. For the icKO experiments, tamoxifen was dissolved in corn oil at 20 mg/ml by shaking at 37°C overnight, and 0.1–0.14 ml (100 mg tamoxifen/kg body weight) was administered intraperitoneally once per day for five consecutive days.

### Antibodies

The following primary antibodies were used: mouse anti-actin (MilliporeSigma, C4), mouse anti-AnkB (UC Davis/NIH NeuroMab Facility, N105/17), mouse anti-AnkG (NeuroMab, N106/36), mouse anti-AnkG (NeuroMab, N106/65), mouse anti-βII spectrin (BD Biosciences, 42), chicken anti-βIV spectrin (a gift from Dr. Matthew N. Rasband), rabbit anti-βIV spectrin (a gift from Dr. Matthew N. Rasband, Baylor College of Medicine), mouse anti-Caspr (Mab275) (Poliak et al., 1999), rabbit anti-Caspr (Peles et al., 1997), rabbit anti-Caspr (Abcam ab34151), rabbit anti-Caspr2 (Poliak et al., 1999), goat anti-Cntn (R&D Systems, AF904), mouse anti-Cx32 (Thermo Fisher Scientific, 5F9A9), mouse anti-E-cadherin (BD Biosciences, 36), mouse anti-Gldn (Mab94) (Eshed et al., 2005), rabbit anti-Gldn (Eshed et al., 2007), rabbit anti-Krox20 (a gift from Dr. Dies Meijer, University of Edinburgh), mouse anti-Kv1.1 channel (NeuroMab, K20/78), rabbit anti-Kv1.2 channel (a gift from Dr. Matthew N. Rasband), mouse anti-MAG (513) (a gift from Dr. Marie T. Filbin, The City University of New York), chicken anti-NFasc (R&D Systems, AF3235), mouse anti-panNav channels (MilliporeSigma, K58/35), rabbit anti-PDGFRα (a gift from Dr. William B. Stallcup, Sanford Burnham Prebys Medical Discovery Institute), goat anti-Sox10 (R&D Systems, AF2864), mouse anti-TDP-43 (EnCor Biotechnology, 3H8), rabbit anti-TDP-43 (Proteintech, 10782-2-AP), and mouse anti-ZO-1 (Thermo Fisher Scientific, 1A12). The secondary antibodies were purchased from Thermo Fisher Scientific, LI-COR Biotechnology, and Jackson ImmunoResearch Laboratories.

### Immunostaining

The sciatic nerves, trigeminal nerves, and spinal cords were either dissected after transcardial perfusion and postfixed as described previously (Wang et al., 2018) or freshly dissected and then fixed in 4% (w/v) paraformaldehyde (PFA) in 0.1 M sodium phosphate (PB), pH7.4, for 30 min (nerves) or 1 hr (spinal cords) on ice. Fixed tissues were immersed in 20% (w/v) sucrose in 0.1 M PB at 4°C overnight and embedded in a mixture containing 5% (w/v) sucrose, 25 mM PB, and 75% (v/v) O.C.T. Compound (Sakura Finetek) for cryosectioning. Tissue sections were spread onto gelatin-coated coverslips. Alternatively, fixed nerves or spinal nerve roots were immersed in 150 mM sodium chloride, 10 mM sodium phosphate (PBS), pH 7.2, and teased on gelatin-coated coverslips. The teased nerve fibers were permeabilized in 100% methanol at −20°C for 10 min and rinsed with PBS three times before subjected to the subsequent staining procedure.

After air dried, the tissues on the coverslips were blocked with 10% (v/v) normal goat or donkey serum, 0.3% (v/v) Triton X-100 in PBS for 30 min, and stained with primary antibodies diluted in the blocking solution at 4°C overnight. After one wash with the blocking solution and two washes with PBS for 5 min each, the tissues were stained with secondary antibodies diluted in the blocking solution at room temperature for 1 hr. After one wash with the blocking solution and two washes with PBS, the coverslips were mounted onto glass slides in Vectashield Vibrance mountant (Vector Laboratories) or ProLong Diamond mountant (Thermo Fisher Scientific).

### Electrophysiology

Nerve conduction studies were performed as described previously with modification (Otani et al., 2017). In brief, the sciatic nerve and its tibial branch were stimulated by needle electrodes inserted close to the nerve at the ankle and sciatic notch under general anesthesia with 2% (v/v) isoflurane inhalation. Supramaximal stimulations were used, and the evoked compound muscle action potentials were recorded from the plantar muscles through needle electrodes placed transversely over the muscle bellies in the sole of the foot. Motor nerve conduction velocity was calculated by dividing the distance between the ankle and sciatic notch by the difference in latency between the ankle and sciatic notch.

### Transmission electron microscopy

After sacrificing the mice, the sciatic nerves were exposed and the lower bodies of the mice were fixed in 4% (w/v) PFA, 2.5% (w/v) glutaraldehyde in 0.1 M sodium cacodylate, 5 mM calcium chloride, pH 7.4 at room temperature overnight, and at 4°C for 2 days. Nerves were dissected and stored in the same fixative at 4°C for at least 2 days. Nerves were then processed as previously described (Feinberg et al., 2010) and were examined using an FEI Tecnai T12 transmission electron microscope or Tecnai F20 S/TEM equipped with an XF416 TVIP camera or a US4000 Gatan camera, respectively.

### Rotarod analysis

Four-week-old mice were first familiarized with the rotarod (Ugo Basile 47600 V04) at 4 rpm for 5 min. Thirty minutes later, the mice were challenged with accelerating rotarod from 4 to 40 rpm within 5 min for three trials, separated by 30 min. The next day, the mice were tested with the rotation speed increased from 4 rpm to 24 or 32 rpm within 30 s and maintained at 24 or 32 rpm, respectively, for another 60 s. Three trials were performed for each speed, and the mice were allowed to rest for at least 10 min between trials. The time periods for which each mouse remained on the rotarod at each speed were recorded and averaged.

### Preparation of nerve homogenates for western blotting

Sciatic nerves were homogenized with sonication in 320 mM sucrose, 5 mM sodium phosphate (pH 7.2), 0.2 mM sodium fluoride, 0.2 mM sodium orthovanadate, 1× cOmplete protease inhibitor cocktail (Roche), and 1 mM phenylmethylsulfonyl fluoride on ice. The protein concentration was determined with the BCA protein assay kit (Thermo Fisher Scientific) using the standard curve derived from a serial dilution of bovine serum albumin; 30 μg of total protein was subjected to western blotting.

### Reverse transcription-quantitative polymerase chain reaction (RT-qPCR)

Sciatic nerves were homogenized in the TRIzol reagent (Thermo Fisher Scientific) using a Dounce homogenizer (Wheaton) and incubated at room temperature for 5 min. The homogenate was extracted with chloroform, incubated at room temperature for 3 min, and centrifuged at 12,000×*g* for 15 min at 4°C. The total RNA was purified from the supernatant using the Direct-zol RNA Miniprep kit (Zymo Research) by following the manufacturer’s instruction including the in-column DNase I treatment. 0.5 μg of total RNA (concentration determined by the absorbance at 260 nm) was used in 20 μl of reverse transcription reaction with LunaScript RT SuperMix (New England Biolabs) and its No-RT Control Mix according to the manufacturer’s instruction. The RT and No-RT reactions were then diluted to 1/4× with deionized water, and 2 μl was used for qPCR in 25 μl of reaction containing 0.5 μM primers with Power SYBR Green PCR Master Mix and QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific). The thermocycling parameters are 95°C for 10 min, and 40 cycles of 95°C for 15 s and 60°C for 1 min, followed by melting curve analysis. The primers used in qPCR are as follows (from 5′ to 3′): *Tardbp* ex3 (forward: GGAGAGGTTCTTATGGTTCAGG; reverse: TTCTCAAAGGCTCGTCTGG; 187 bp), *Tardbp* ex4-5 (forward: TGGTGTGACTGTAAACTTCCC; reverse: CGAAGGCAAAAGCTCTGAATG; 181 bp), pan *Nfasc* (forward: CAGTGGATGGTGAATGGAG; reverse: GCAGGTAGCCATGTTCATTG; 148 bp), NF155 (forward: CCTGTCTACGTTCCCTATGAG; reverse: GTTCCACTGAAGGCTGATG; 168 bp), NF140+ex27 (forward: GGAGAAGATTTACCCAGTGC; reverse: TATTGGTGTAAGCTGCAGTT; 334 bp), NF140-ex27 (forward: the same as NF140+ex27; reverse: GGTTATTGGTGTAAGCTTCATTT; 322 bp), *G6pdx* (forward: CCTCAACAGCCACATGAATG; reverse: GGTTCGACAGTTGATTGGAG; 197 bp), and *Polr2a* (forward: CATCAAGAGAGTGCAGTTCG; reverse: CCATTAGTCCCCCAAGTTTG; 125 bp). *Polr2a* was chosen as the reference gene (Radonić et al., 2004), and the standard deviations of the *Polr2a* C_q_ values among WT, cHet, and cKO ranged from 0.100 to 0.131. We also tested the expression consistency of *G6pdx* and found that *Polr2a* outcompetes *G6pdx* (the *G6pdx* C_q_ standard deviations among WT, cHet ,and cKO were up to 0.183). The efficiency of each primer pair was validated to be between 90% and 110% with six points of threefold or fourfold serial dilutions of P16 mouse sciatic nerve cDNAs or P31 mouse spinal cord cDNAs. The primer specificity was screened on the Ensembl genome browser by using the BLASTN search tool against the cDNA database and genomic sequence, and confirmed by gel electrophoresis and sequencing from both ends of the PCR products. Technical triplicates of the RT reaction and duplicates of the No-RT reaction were performed for each biological replicate, and three biological replicates were analyzed. The relative transcript level was calculated by the ΔΔC_q_ method. Comparison of cHet or cKO with WT was carried out by one-sample unpaired two-tailed *t*-tests with the test mean equal to 1.

### RT-PCR

Total RNA was extracted from sciatic nerves and spinal cords using the TRIzol reagent according to manufacturer’s instruction. After DNase treatment using RQ1 RNase-Free DNase (Promega), 0.5–1 μg of RNA was reverse transcribed using Maxima First Strand cDNA Synthesis Kit for RT-qPCR (Thermo Fisher Scientific) and subsequently used for PCR. Primers for mouse *Nfasc* gene spanning exons 17 and 20 were (from 5′ to 3′): GCAAAGGCCTACCTCACTGT (forward) and CTCGTTGACAGCGATGACTC (reverse). Similar results were also obtained by using GACCAGGGCAGTTACACG (forward, exon 17) and TCACACTCCTCTCAGCCAG (reverse, exon 19). The PCR products were resolved in agarose gel.

### RNA-seq and cryptic exon analysis

RNA extracted from the sciatic nerves of 21-day-old *Tardbp^fl/fl^*, *Cnp-Cre;Tardbp^fl/+^*, and *Cnp-Cre;Tardbp^fl/fl^* mice (n = 3 per genotype) were used to prepare RNA-seq libraries using the TruSeq RNA Sample Prep Kit (Illumina). Illumina HiSeq4000 was used for paired-end 151 bp sequencing and yielded 30–40 million reads per sample. This data has been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and is accessible through GEO Series GSE157714.

To identify novel cryptic exons present in the data, genomic alignment BAM files were generated using HISAT2 v.2.1.0 (Kim et al., 2015), aligned to mouse reference genome GRCm38 (Ensembl 94 release) (Cunningham et al., 2019). The RNA-seq reads aligned to *Nfasc* were visualized using the Bioconductor R package Gviz v.1.28.3 (Hahne and Ivanek, 2016). TDP-43 CLIP-seq data from adult mouse brains from Yeo and Cleveland groups (GEO Series GSE40651) (Polymenidou et al., 2011) was used to visualize TDP-43 mRNA binding sites. The number of reads spanning different exon–exon junctions was extracted from the alignment BAM files using Regtools v.0.5.1 junctions extract function (Feng et al., 2018). This information was then used to calculate the PSI values for junctions of interest. PSI values reflect the efficiency of a specific exon being spliced in the transcript population and are calculated as the ratio of inclusion reads (reads spliced to exon of interest) to the sum of inclusion and exclusion reads (reads spliced to other exons).

### Statistical analysis

Except electrophysiological recordings and electron microscopy, the other data analysis was not performed in a blinded way. Sample size was not determined in advance using any statistical method, but is comparable to the one used in the literature of the field (Susuki et al., 2018). Sets of age-matched WT, cHet, and cKO mice from the same litter or from two litters that had the closest dates of birth were randomly assigned together for analysis. The gender of the mice was recorded and not controlled; the gender did not affect the reproducibility of our study. One-way analysis of variance (ANOVA) tests with Tukey’s post-hoc analysis, Mann–Whitney tests, and unpaired two-tailed *t*-tests were conducted using OriginPro (OriginLab). The data points of five or less were assumed to be drawn from normal distributions. For the ANOVA tests, homogeneity of variance was not rejected by Levene’s tests. Biological replication is achieved by analyzing different mice. Technical replication is achieved by repeating the experiments using the same samples. The number of mice or technical replicates used for each comparison is described in the figure legends and Materials and methods. No data points were excluded except that one WT mouse in the rotarod test was considered an outlier, which may have learned that the consequences of falling are innocuous (Brooks and Dunnett, 2009). Using the interquartile range method, it is far below the lower outlier fence ( = Q1 − IQR ×1.5). The detailed information on this excluded mouse can be found in Figure 2—source data 1.

## Data Availability

NCBI Gene Expression Omnibus, GSE157714. The following previously published dataset was used: YeoGWClevelandDW2011Divergent roles of ALS-linked proteins FUS/TLS and TDP-43 intersect in processing long pre-mRNAs (CLIP-Seq)NCBI Gene Expression OmnibusGSE40651

# Supplementary material for: TDP-43 maximizes nerve conduction velocity by repressing a cryptic exon for paranodal junction assembly in Schwann cells
**Source:** eLife. 2021 Mar 10;10:e64456. doi: 10.7554/eLife.64456
**Supplement:** Supplementary file 1. — The exon information was compiled from the current Ensembl database. The coordinates of each exon in chromosome 1 are shown (GRCm38.p6). Transcription starts from either exon 1a or 1b and terminates at either exon 23T or 33. The alternative exons specific for NF155 (exons 23 or 23L and 24) and the ones for NF186 (exons 28–30) are shaded in blue. Other alternative exons are shaded in gray. The cryptic exon CE1 identified in this study is shaded in pink. The start codon and potential stop codons are framed in red.

**Supplementary File 1. The exon nomenclature of *Nfasc* used in this study.**

The exon information was compiled from the current Ensembl database. The coordinates of each exon in chromosome 1 are shown (GRCm38.p6). Transcription starts from either exon 1a or 1b and terminates at either exon 23T or 33. The alternative exons specific for NF155 (exons 23 or 23L and 24) and the ones for NF186 (exons 28-30) are shaded in blue. Other alternative exons are shaded in grey. The cryptic exon CE1 identified in this study is shaded in pink. 

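Supplementary file 1 numbers the exons of Nfasc as the paper uses them and gives for each its Ensembl exon, its position on chromosome 1, the reading phase at its start and end, its length and its sequence. A phase is the number of bases of a codon already read when an exon begins or ends, so exons with equal phases at both ends can be skipped without a shift of the frame. The table as read here has 36 exons, up to exon 32, and for all 36 the length equals both the distance between the coordinates and the number of bases printed. Of these, 34 match an exon of the reference annotation base for base in position. The others are CE1 and exon 23L, a longer form of exon 23 that the table credits to an unpublished observation. The sequences of 35 exons were found in annotated Nfasc transcripts, among them that of 23L, and CE1 was the exception. The bases of 23L are the first part of the annotated exon 23T, which begins at the same position. The match therefore does not show that 23L is used as an exon. The exons that tell NF155, the neurofascin of glia, from NF186, the form of axons, lie after exon 22, so a stop codon in CE1 comes before the point where these forms part.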

The start codon and potential stop codons are framed in red.

| **No.** | **Exon** | **Start** | **End** | **Start Phase** | **End Phase** | **Length** | **Sequence** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1a | ENSMUSE00000691157 | 132741797 | 132741671 | - | - | 127 | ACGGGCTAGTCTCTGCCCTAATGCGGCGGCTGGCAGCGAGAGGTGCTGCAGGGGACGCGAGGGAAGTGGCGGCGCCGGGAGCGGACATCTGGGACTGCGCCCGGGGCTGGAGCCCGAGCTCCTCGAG |
| 1b | ENSMUSE00001334464 | 132707406 | 132707099 | - | - | 308 | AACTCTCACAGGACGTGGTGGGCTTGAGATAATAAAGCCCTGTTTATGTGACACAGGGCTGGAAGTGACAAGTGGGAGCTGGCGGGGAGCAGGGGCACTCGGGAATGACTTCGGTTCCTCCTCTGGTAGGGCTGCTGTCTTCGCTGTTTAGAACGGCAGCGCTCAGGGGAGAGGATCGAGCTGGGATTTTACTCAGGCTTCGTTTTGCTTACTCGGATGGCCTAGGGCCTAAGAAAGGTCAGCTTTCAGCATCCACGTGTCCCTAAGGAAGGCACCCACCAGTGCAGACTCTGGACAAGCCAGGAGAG |
| 2 | ENSMUSE00000691155 | 132665587 | 132665479 | - | - | 109 | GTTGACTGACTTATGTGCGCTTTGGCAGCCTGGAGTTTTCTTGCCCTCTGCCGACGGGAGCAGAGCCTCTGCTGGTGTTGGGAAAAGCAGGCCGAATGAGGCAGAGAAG |
| 3 | ENSMUSE00000419313 | 132642858 | 132642678 | - | 1 | 181 | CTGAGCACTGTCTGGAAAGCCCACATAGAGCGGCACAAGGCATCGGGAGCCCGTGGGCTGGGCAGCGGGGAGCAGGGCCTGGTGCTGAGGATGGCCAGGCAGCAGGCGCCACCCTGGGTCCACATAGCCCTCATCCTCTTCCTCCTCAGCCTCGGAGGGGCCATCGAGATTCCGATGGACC |
| 4 | ENSMUSE00000967840 | 132637881 | 132637864 | 1 | 1 | 18 | CAAGCATTCAGAATGAGC |
| 5 | ENSMUSE00000242498 | 132637091 | 132636986 | 1 | 2 | 106 | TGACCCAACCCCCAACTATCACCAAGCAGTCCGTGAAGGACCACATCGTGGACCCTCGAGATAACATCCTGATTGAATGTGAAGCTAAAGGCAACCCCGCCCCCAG |
| 6 | ENSMUSE00000159135 | 132634820 | 132634624 | 2 | 1 | 197 | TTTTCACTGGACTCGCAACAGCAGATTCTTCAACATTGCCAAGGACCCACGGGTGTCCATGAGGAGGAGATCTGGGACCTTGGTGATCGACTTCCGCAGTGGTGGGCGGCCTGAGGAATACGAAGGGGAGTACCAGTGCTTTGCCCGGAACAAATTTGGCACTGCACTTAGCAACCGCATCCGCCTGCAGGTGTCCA |
| 7 | ENSMUSE00000159143 | 132634290 | 132634168 | 1 | 1 | 123 | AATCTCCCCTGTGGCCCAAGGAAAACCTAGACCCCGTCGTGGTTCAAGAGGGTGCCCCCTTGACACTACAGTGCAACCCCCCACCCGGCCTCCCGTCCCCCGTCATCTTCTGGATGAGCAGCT |
| 8 | ENSMUSE00000159132 | 132631855 | 132631685 | 1 | 1 | 171 | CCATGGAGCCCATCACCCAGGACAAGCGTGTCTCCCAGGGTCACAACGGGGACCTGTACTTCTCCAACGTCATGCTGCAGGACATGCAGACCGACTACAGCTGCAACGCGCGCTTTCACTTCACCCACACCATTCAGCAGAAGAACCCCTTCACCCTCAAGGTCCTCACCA |
| 9 | ENSMUSE00000914025 | 132627922 | 132627872 | 1 | 1 | 51 | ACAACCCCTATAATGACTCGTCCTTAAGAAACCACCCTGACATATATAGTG |
| 10 | ENSMUSE00000418478 | 132621623 | 132621512 | 1 | 2 | 112 | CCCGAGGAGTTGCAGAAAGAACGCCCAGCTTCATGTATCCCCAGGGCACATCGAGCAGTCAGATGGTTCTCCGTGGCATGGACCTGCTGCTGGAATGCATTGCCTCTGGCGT |
| 11 | ENSMUSE00000159125 | 132621109 | 132620925 | 2 | 1 | 185 | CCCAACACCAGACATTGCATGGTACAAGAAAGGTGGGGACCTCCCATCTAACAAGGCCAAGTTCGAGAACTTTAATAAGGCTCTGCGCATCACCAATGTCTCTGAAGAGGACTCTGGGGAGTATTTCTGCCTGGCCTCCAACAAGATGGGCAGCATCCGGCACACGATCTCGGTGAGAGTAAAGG |
| 12 | ENSMUSE00000159129 | 132619520 | 132619389 | 1 | 1 | 132 | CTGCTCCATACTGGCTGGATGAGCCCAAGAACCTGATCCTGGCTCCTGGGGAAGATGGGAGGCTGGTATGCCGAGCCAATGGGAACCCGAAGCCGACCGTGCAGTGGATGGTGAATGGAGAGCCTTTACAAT |
| 13 | ENSMUSE00000159122 | 132611673 | 132611530 | 1 | 1 | 144 | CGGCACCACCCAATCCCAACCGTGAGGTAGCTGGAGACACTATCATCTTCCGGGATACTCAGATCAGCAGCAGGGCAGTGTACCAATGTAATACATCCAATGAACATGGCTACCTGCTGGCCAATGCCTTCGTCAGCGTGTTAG |
| 14 | ENSMUSE00000159115 | 132610886 | 132610775 | 1 | 2 | 112 | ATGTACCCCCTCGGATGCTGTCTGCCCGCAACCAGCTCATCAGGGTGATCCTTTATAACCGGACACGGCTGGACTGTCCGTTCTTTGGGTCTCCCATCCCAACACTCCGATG |
| 15 | ENSMUSE00000159117 | 132610477 | 132610311 | 2 | 1 | 167 | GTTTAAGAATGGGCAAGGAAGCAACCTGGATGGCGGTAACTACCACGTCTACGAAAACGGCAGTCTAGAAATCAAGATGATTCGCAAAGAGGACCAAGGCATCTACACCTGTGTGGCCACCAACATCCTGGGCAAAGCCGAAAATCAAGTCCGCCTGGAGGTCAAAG |
| 16 | ENSMUSE00000242810 | 132609904 | 132609757 | 1 | 2 | 148 | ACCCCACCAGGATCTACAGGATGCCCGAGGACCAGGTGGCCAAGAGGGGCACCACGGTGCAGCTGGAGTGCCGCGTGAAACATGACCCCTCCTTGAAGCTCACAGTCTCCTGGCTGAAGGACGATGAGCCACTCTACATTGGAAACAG |
| 17 | ENSMUSE00000242804 | 132608507 | 132608383 | 2 | 1 | 125 | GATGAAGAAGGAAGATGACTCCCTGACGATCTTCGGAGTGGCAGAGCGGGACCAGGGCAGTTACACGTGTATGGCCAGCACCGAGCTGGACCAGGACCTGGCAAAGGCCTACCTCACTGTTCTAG |
| CE1 | n/a | 132608090 | 132607987 | 1 | - | 104 | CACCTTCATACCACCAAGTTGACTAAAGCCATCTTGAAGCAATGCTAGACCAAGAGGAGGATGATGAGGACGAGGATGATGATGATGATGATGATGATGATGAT |
| 18 | ENSMUSE00000242616 | 132607047 | 132607003 | 1 | 1 | 45 | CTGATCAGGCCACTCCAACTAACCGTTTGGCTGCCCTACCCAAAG |
| 19 | ENSMUSE00000159142 | 132605585 | 132605484 | 1 | 1 | 102 | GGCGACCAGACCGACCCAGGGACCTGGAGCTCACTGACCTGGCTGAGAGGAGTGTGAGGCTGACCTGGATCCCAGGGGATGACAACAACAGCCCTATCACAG |
| 20 | ENSMUSE00000159119 | 132605238 | 132605041 | 1 | 1 | 198 | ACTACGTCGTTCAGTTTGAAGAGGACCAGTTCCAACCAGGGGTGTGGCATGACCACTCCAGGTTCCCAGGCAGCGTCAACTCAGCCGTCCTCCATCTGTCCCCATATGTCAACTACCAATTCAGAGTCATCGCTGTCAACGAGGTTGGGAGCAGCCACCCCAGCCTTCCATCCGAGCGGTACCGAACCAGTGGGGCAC |
| 21 | ENSMUSE00000159113 | 132603868 | 132603798 | 1 | 0 | 71 | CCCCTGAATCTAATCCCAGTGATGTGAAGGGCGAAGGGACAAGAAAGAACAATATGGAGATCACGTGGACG |
| 22 | ENSMUSE00000159120 | 132602193 | 132601971 | 0 | 1 | 223 | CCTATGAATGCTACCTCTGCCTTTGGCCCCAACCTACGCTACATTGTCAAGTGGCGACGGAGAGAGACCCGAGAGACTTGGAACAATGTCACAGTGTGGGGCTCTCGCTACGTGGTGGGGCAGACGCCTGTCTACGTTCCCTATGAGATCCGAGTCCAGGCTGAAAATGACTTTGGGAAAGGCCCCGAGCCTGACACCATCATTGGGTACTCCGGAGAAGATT |
| 23 | ENSMUSE00000596782 | 132600214 | 132600099 | 1 | 0 | 116 | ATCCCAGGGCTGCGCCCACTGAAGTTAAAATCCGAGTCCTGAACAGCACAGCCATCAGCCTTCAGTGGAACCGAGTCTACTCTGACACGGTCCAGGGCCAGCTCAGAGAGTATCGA |
| 23L | Our unpublished observation | 132600214 | 132600072 | 1 | 0 | 143 | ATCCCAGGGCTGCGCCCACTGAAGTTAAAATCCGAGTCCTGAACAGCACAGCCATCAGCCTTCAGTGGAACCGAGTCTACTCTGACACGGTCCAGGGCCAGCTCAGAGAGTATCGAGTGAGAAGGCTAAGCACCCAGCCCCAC |
| 23T | ENSMUSE00001323414 | 132600214 | 132599835 | 1 | - | 380 | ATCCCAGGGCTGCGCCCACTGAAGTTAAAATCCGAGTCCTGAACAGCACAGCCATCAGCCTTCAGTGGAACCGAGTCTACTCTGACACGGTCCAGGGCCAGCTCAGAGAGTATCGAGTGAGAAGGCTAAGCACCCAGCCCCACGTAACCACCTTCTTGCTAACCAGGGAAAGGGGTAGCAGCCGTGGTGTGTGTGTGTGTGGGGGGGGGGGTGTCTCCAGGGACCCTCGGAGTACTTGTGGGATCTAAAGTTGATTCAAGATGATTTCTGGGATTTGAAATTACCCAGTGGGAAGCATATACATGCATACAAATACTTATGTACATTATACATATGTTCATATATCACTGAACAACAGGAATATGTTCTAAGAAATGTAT |
| 24 | ENSMUSE00000596781 | 132597969 | 132597765 | 0 | 1 | 205 | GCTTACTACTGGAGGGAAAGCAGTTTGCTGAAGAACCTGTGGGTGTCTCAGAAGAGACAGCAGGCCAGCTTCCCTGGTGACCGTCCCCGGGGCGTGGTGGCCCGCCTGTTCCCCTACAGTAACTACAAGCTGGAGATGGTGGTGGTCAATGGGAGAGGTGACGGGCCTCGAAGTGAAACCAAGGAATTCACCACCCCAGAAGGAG |
| 25 | ENSMUSE00000159133 | 132596648 | 132596526 | 1 | 1 | 123 | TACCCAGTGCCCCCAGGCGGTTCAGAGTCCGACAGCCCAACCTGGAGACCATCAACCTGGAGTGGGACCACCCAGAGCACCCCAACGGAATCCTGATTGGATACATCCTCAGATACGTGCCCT |
| 26 | ENSMUSE00000596780 | 132595657 | 132595484 | 1 | 1 | 174 | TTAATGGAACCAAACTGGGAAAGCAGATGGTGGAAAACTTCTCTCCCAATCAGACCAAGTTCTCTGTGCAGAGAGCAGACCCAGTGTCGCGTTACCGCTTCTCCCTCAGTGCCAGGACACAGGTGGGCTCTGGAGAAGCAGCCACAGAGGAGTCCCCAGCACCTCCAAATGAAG |
| 27 | ENSMUSE00001044646 | 132593365 | 132593351 | 1 | 1 | 15 | CTACTCCAACTGCAG |
| 28 | ENSMUSE00000242607 | 132588310 | 132588074 | 1 | 1 | 237 | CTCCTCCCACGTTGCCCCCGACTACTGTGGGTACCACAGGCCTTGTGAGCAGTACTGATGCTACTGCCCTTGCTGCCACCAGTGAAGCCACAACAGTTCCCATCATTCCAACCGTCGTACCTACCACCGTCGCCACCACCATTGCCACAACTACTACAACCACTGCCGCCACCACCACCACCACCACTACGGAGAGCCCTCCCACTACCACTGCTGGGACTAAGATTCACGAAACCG |
| 29 | ENSMUSE00000242595 | 132584480 | 132584364 | 1 | 1 | 117 | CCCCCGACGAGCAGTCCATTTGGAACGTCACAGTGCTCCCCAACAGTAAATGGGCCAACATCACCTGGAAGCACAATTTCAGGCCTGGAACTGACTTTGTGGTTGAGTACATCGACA |
| 30 | ENSMUSE00000242690 | 132583147 | 132582995 | 1 | 1 | 153 | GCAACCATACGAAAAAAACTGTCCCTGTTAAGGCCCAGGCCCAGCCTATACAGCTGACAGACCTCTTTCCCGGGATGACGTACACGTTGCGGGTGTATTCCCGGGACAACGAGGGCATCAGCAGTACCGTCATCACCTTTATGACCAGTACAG |
| 31 | ENSMUSE00000242682 | 132576417 | 132576286 | 1 | 1 | 132 | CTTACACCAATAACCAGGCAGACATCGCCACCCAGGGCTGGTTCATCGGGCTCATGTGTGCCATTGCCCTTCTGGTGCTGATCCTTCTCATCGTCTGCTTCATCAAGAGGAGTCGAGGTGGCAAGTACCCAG |
| 32 | ENSMUSE00000159137 | 132573839 | 132573770 | 1 | 2 | 70 | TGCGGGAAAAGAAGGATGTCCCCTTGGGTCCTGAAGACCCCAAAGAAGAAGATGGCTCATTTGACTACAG |
|  |  |  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

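RNA from the sciatic nerves of 9 mice aged 21 days, 3 each of the WT (Tardbp floxed, no Cre), cHet and cKO genotypes by Cnp-Cre, had been sequenced by the authors. Values were used as deposited: a signal of normalized TPM per Ensembl gene and mouse, made by the authors with kallisto 0.44.0 and sleuth 0.30.0 according to the submitters' processing notes, which give no role or order to the tools. The column totals, from 934932 to 1158094, differ between mice, so the values are not plain TPM, and the size factors behind them are not stated in the paper's text. HISAT2, which the paper's methods name, was used by the authors for the cryptic exon analysis, whose alignments and junction counts were not used here. The paper's methods give the reads per sample, but the table holds no read counts, so the counting error of a value is unknown, and precision was judged from the spread between mice alone. Gene names came from the GENCODE M21 annotation, which named 35471 genes and left 650 without a name, and 64 entries share a symbol with another. Of all genes, 9543 were listed at 0 in every library.

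Samples were grouped by their titles. The genotype tags of 3 libraries (cHet mouse 1, cKO mice 1 and 2) name another genotype, and grouping by tag and use of the 6 matching libraries were run as alternatives. The paper describes sets of age-matched mice from the same litter or from 2 litters close in age, but the labels do not say which mice formed a set, so the model has no term for litter. Genes with a mean of at least 1 normalized TPM over the 9 libraries (15014 genes) were transformed to log2(value + 1) and fitted with limma 3.58.1 in R 4.3.3, with the 3 genotypes in the same model, an intensity trend in the prior variance and no covariate. The contrasts were cKO against WT, cKO against cHet and cHet against WT. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05. For Tardbp, Nfasc and Cnp, a two-sided exact permutation test on the same scale was added, which cannot give a p under 0.1 with 3 mice against 3. A contrast of the cKO with the WT and cHet together was added after the values were seen.

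The design, the gene lists, the rule for the genes named and the alternatives, apart from those given below as added, were fixed before the data were examined. The rule names every gene the paper names, the 10 higher and 10 lower genes with the largest fold change among those called without overlap between cKO and WT, 5 each for the other contrasts, and up to 4 members of each list with the smallest p. Not all of these are printed, and genes without a proper name were left out. A withheld gene is not reported here. The 28 lists hold genes of myelin and its lipids, of the node and paranode, of Schwann cell states, of other cell types of the nerve and its surroundings, of stress and immune responses and of RNA processing. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted by Benjamini-Hochberg over the 28 lists. Camera compares a list with the other genes, and fry asks whether the genes of a list move, on balance, one way. The model was tested on simulated data with 100 genes changed by 1 and 100 by 2 on the log2 scale, where 13 of the unchanged genes were called, and a list test with 1 shifted list called that list and none of the others (0 called). Genes varied independently in these simulations, whereas the estimated correlation within the cholesterol synthesis list was 0.60 in the real data. The simulation therefore does not show how the list test behaves when the genes of a list vary together.

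Alternatives covered the pseudocount (0.1 and 0.5), the filter (none, or a mean of at least 5), 3 other scalings (median ratio, quantile, and without mitochondrial and the 20 most abundant genes), a fit of the compared groups alone, sex as a covariate, no intensity trend, the genotype tags, a minimum log2 fold change of 1, and each library left out in turn. Fits without the libraries richest in skeletal muscle or neuronal RNA, with muscle and neuron scores as covariates, with mice of neighbouring IDs as blocks, and with libraries rescaled to equal totals were added after the values were seen, as were the alternatives for single lists and for the exons of the truncated protein. For the lists, only the estimated correlation had been set beforehand. Nfasc transcripts could not be tested because values are given per gene.

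The exon coordinates and sequences of Supplementary file 1 were compared with the GRCm38 annotation and transcript sequences. Translation and masses were computed with Biopython 1.88 in Python 3.11.15 with pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.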

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

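The comparison of the cKO with the WT and cHet together and its splits, the fits without neuron-rich libraries or with muscle and neuron scores, the alternatives for single lists, and the tests of Schwann cell content, adipocyte RNA and the Cre allele were chosen only after the results were seen; the counts over splits of 3 libraries against 3 were planned.

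Gene expression outside Nfasc splicing, which the paper did not analyse in these libraries, differed between cKO and WT nerves: 138 genes were higher and 95 lower in the cKO among 15014 tested (limma with Benjamini-Hochberg). All 233 had no overlap between the 3 cKO and the 3 WT mice; 17.4% of all tested genes had none, where chance gives 10%. The counts depend on single libraries. The higher genes numbered 89 without WT mouse 1, 79 without WT mouse 3, 78 without cHet mouse 3, and 36, 56 and 47 without cKO mice 1, 2 and 3. The lower genes numbered 41 without WT mouse 1, 40 without WT mouse 3, 53 and 34 without cHet mice 2 and 3, and 13, 36 and 18 without cKO mice 1, 2 and 3. The 10 splits of 6 libraries are too few for a share under 0.05: the real split called 233 genes and the highest of the others 1, so 1 split of 10 reached the real count. Likewise, cKO against cHet called 259 genes with 0 as the highest other count (1 split of 10), and cHet against WT called 0 with 1 as the highest other count (10 of 10; 410 genes had an unadjusted p under 0.05 in limma). With the 6 WT and cHet libraries as 1 group, the cKO split called 567 genes, and 2 of 84 splits reached that number, the real one included. That share is under 0.05, but the comparison was chosen after the values were seen and the other split called more genes. Chance is therefore not excluded for this count. The other split, with 892 genes, sets WT mouse 2, cHet mouse 1 and cKO mouse 3 apart, which are the libraries richest in neuronal RNA, so that a structure of the samples other than genotype is present. Without these 3 libraries, 2 mice are left in each genotype, and 13 genes were higher and 2 lower in the cKO than in the WT. With all 9 libraries and muscle and neuron scores as covariates, 126 were higher and 83 lower.

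Of 28 gene lists, 4 passed camera with the preset correlation in cKO against WT, and none did with an estimated correlation (0 of 28; 4 by fry). The number of lists does not set the real split apart: 4 or more were called by 10 of 10 splits in cKO against WT (highest other 10) and 9 of 10 in cKO against cHet (4 real, highest other 11), 3 or more by 9 of 10 in cHet against WT (3 real, highest other 16), and 4 or more by 80 of 84 splits of 3 against 6 libraries (highest other 16), so that chance cannot be excluded for these numbers. Injury and repair genes of Schwann cells, which these cells switch on after nerve damage, had a median log2 fold change of 0.53 in the cKO. Of 17 measured members, 2 were higher, Clcf1 (2.01 to 5.94 normalized TPM) and Hbegf (25.3 to 43.8), 15 did not pass, and 8 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 1.73e-05, adjusted p = 0.0600 with an estimated correlation). With only genes at a mean of at least 5 its median was 0.22 and it failed (camera adjusted p = 0.0562). Both genes failed without any 1 of the WT or cKO libraries (adjusted p from 0.0550 to 0.118 for Clcf1 and from 0.0623 to 0.103 for Hbegf). Genes of junctions and channels of noncompact myelin had a median of 0.062, with 2 of 10 higher (3 when adjusted over the list alone): the polarity gene Pard3 (11.9 to 32.2) and Cdh1, which encodes E-cadherin of the autotypic junctions (48.1 to 94.6). This list passed camera at an adjusted p of 0.00893 (adjusted p = 0.294 with an estimated correlation) and failed without WT mouse 2 (adjusted p = 0.0595, median 0.13). Its median turned to -0.0043 with libraries rescaled to equal totals. Genes of fatty acid and galactolipid synthesis had a median of -0.34, with 5 of 18 lower (8 when adjusted over the list alone; camera adjusted p = 1.66e-05, adjusted p = 0.398 with an estimated correlation). Adipocytes express many of these genes too, and adipocyte genes had a median of -1.26 in this comparison with none called (0 of 9 by limma, also adjusted over the list alone); the mean log2 value of the fatty acid list was at least 7.30 in WT mouse 2 and cHet mouse 2, which have less adipocyte RNA than any cKO library, and 6.89 to 7.02 in the cKO. Scd1, a fatty acid desaturase, went from 363 ± 83.6 to 154 ± 10.9 normalized TPM (SD, n = 3 each) and failed without cKO mouse 1, 2 or 3 (limma with Benjamini-Hochberg, adjusted p = 0.0933, 0.0537 and 0.0662).

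Cholesterol synthesis, which supplies a main lipid of myelin, had a median log2 fold change of -0.56 in the cKO. Of 23 measured genes, 7 were lower at an adjusted p under 0.05 from limma and 16 did not pass over all genes, while 23 were lower adjusted over the list alone; the fold changes ran from -1.14 to -0.28 on the log2(value + 1) scale (camera adjusted p = 4.68e-20, adjusted p = 0.294 with an estimated correlation, fry adjusted p = 0.0138). Lss, which closes the sterol rings, went from 149 ± 20.2 normalized TPM in the WT to 67.7 ± 13.9 in the cKO (SD, n = 3 each). It failed without WT mouse 1, cKO mouse 2 or cKO mouse 3 (limma with Benjamini-Hochberg, adjusted p = 0.0538, 0.0695 and 0.0618).

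A smaller share of Schwann cells in the cKO nerves would lower these genes together with those of myelin proteins. The cholesterol genes were set against 31 genes of myelin proteins and of transcription factors of myelination. Some of these factors, the histone deacetylase genes among them, are active in other cells too, so fewer Schwann cells need not lower them. A gap between the means therefore cannot decide the question. The mean of the cholesterol genes minus that of the 31 genes was -0.73 on the log2 scale in the cKO relative to the WT and cHet (standard error 0.10, two-sided exact permutation test of 3 mice against 6, p = 0.0119, the smallest p possible). As the cholesterol list was picked for its fall in these same libraries, that p adds no support. The myelin protein genes alone had a mean log2 value of 9.67 to 10.1 in the cKO and 9.63 to 10.1 in the WT and cHet libraries. They did not fall with the cholesterol genes, which argues against this explanation. Less adipocyte RNA is argued against as well, since the 2 WT and cHet libraries with less adipocyte RNA than any cKO library had a cholesterol mean at least 0.51 above the highest cKO library. The Cre allele, which cHet mice share, would lower the list in the cHet too, where its median was 0.18 above the WT and all 23 genes had a positive fold change. Litter, the stage of myelination at 21 days, the cells that carry the change and whether lipid synthesis itself differs stay open and were not tested.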

How the results depend on the processing

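The fits without muscle-rich or neuron-rich libraries, with equal totals, with muscle and neuron covariates, with blocks, all those of the cKO against the WT and cHet together and those of single lists and of the protein mass were chosen after the results were seen. Nfasc kept its direction and stayed short of the threshold in all 23 alternatives (log2 fold change from -0.72 to -0.25). The cholesterol and fatty acid lists passed in all 26 alternatives at the preset correlation. Tardbp, Nfasc and Cnp are described on their own and are left out of the tallies that follow. Of the other genes run, which include the other called genes of the text but not every gene the paper names, none changed direction: 399 of 572 values under other settings were on the same side of the threshold, 164 lost and 9 gained a call, and with 1 WT or cKO library left out 127 of 204 were the same, 75 lost and 2 gained a call. Nfasc transcripts were not run. Depth limits cannot be given from normalized TPM. The cause was not tested except where fewer libraries or genes enter by construction.

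Main counts were 138 higher and 95 lower for cKO against WT, 144 and 115 for cKO against cHet, and 256 and 197 for the cKO against both. With libraries whose title and tag match, and with groups by tag, all 6 counts were 0 (limma; 1 library is left in the cKO and assumed to vary like the others). Fold changes of at least 1 on the log2 scale left 71 and 28, 64 and 28, and 84 and 31. Without muscle-rich libraries they were 19 and 5, 27 and 13, and 37 and 14; without neuron-rich libraries 13 and 2, 12 and 4, and 28 and 10. With only the compared groups fitted, cKO against WT gave 39 and 11, and 74 were lower than in the cHet. No filter gave 54 lower than the WT and 69 lower than the cHet, and median-ratio scaling 63 lower than the WT. Against the cHet, rescaling without mitochondrial and abundant genes gave 92 higher and 174 lower and equal totals 93 and 202, with the median of all genes moving from 0.02 to -0.11 in both; with equal totals 309 were lower than both. Muscle and neuron covariates gave 71 lower than the cHet. Mice of the same number here have neighbouring IDs, which the labels do not explain; as blocks they gave 76 and 42 against the WT and 74 and 52 against the cHet, while the deviations of mice with the same number correlated from -0.55 to 0.39, so the data do not show the numbers to pair the mice. With 1 library left out, counts ran from 36 to 113 and 13 to 70 (WT), 36 to 155 and 18 to 121 (cHet), and 79 to 245 and 42 to 182 (both). Genes lower in cHet than WT numbered 2 with no filter and 1 with no intensity trend, against 0.

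Tardbp lost its call with matching libraries (-0.93), by tag (-0.89) and without neuron-rich libraries (-1.02), with adjusted p from 0.0814 to 0.997, and kept it with 1 WT or cKO library left out (-1.03 to -0.92). Cnp lost its call with no filter (-1.17), median-ratio scaling (-1.17), only the compared groups (-1.17), sex (-1.17), no trend (-1.17), matching libraries (-1.45), tags (-1.18), blocks (-1.17), and without muscle-rich (-1.14) or neuron-rich (-1.08) libraries, with adjusted p from 0.0525 to 0.997; with 1 WT or cKO library left out it ran from -1.37 to -1.01. Lists called numbered 4, but 0 with an estimated correlation, 7 by tag, 7 without muscle-rich libraries and 4 to 7 with 1 library left out. The median of the junction list reversed to -0.0043 with equal totals and to -0.019 by tag. The mass of the truncated protein, 71.5 kDa, was 70.8, 69.6 or 68.9 without exon 4, exon 9 or both.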

Other observations

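The cKO against WT and cHet together, the comparisons with the paper's RT-qPCR, the fits without neuron-rich or muscle-rich libraries and with equal totals, and the tests of neuronal RNA, of single WT libraries and of the genotype tags were chosen after the results were seen.

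Several genes that the paper does not discuss differed more than Tardbp itself. Rai14, which encodes an ankyrin repeat protein bound to actin, rose from 28.8 ± 1.99 normalized TPM in the WT to 141 ± 9.10 in the cKO (SD, n = 3 each; adjusted p = 4.82e-05 from limma with Benjamini-Hochberg), with 35.6 ± 2.42 in the cHet. The chemokine genes Cxcl14 (4.08 to 32.8) and Cxcl10 (3.82 to 21.1) rose as well, by 2.71 and 2.22 on the log2(value + 1) scale. The olfactory receptor gene Olfr578 went from 0.546 to 7.90 and Nccrp1 from 0.0627 to 7.88, both called higher and below 1 in the WT. Among myelin genes, Pmp2, which encodes a fatty acid binding protein of peripheral myelin, rose from 1429 ± 268 to 3807 ± 316 (adjusted p = 0.00843 from limma with Benjamini-Hochberg). Gid4, the substrate receptor of a ubiquitin ligase, fell from 50.4 ± 1.26 to 12.4 ± 1.04, and Chp2, a calcineurin B homologue, from 97.6 ± 14.1 to 24.2 ± 4.52. The tubulin ligase gene Ttll6 (6.27 to 1.43) and Adgb, the androglobin gene (11.3 to 3.42), fell too. Each of these kept its call with any 1 of the WT or cKO libraries left out, and each lost it with only the libraries whose title and tag match and with groups by tag. Without the neuron-rich libraries Pmp2, Cxcl10, Chp2, Ttll6 and Adgb failed (adjusted p = 0.118, 0.0634, 0.0627, 0.0627 and 0.110) at log2 fold changes of 1.58, 2.19, -1.89, -1.56 and -1.44, against 1.43, 2.22, -1.98, -1.58 and -1.46 with all libraries. Without the muscle-rich libraries Pmp2, Ttll6 and Adgb failed (adjusted p = 0.107, 0.0722 and 0.0714) at 1.52, -1.52 and -1.30, and Pmp2 did with only the compared groups fitted (adjusted p = 0.0565) at the same fold change. All of these fits hold fewer mice. Not every gene with a large fold change was as stable: Calcoco2 and Gpat3 were also called lower, at log2 fold changes of -1.65 and -1.50. Calcoco2 failed without cKO mouse 2 or 3 (limma with Benjamini-Hochberg, adjusted p = 0.0534 and 0.0584). Gpat3 failed without WT mouse 1 or 3 or any 1 of the cKO libraries (limma with Benjamini-Hochberg, adjusted p from 0.0804 to 0.130). Among 17 genes described with exons that depend on TDP-43, here or elsewhere, 1 was higher, Adnp2 (6.72 to 11.9), and 2 lower, Synj2bp (24.3 to 10.3) and Mib1 (33.4 to 20.3), while 14, Nfasc itself among them, did not pass (2 and 2 when adjusted over the list alone). Adnp2 failed without cKO mouse 1 or 3 (adjusted p = 0.0611 and 0.0523), and so did Mib1 (adjusted p = 0.0933 and 0.0683). Synj2bp failed without the muscle-rich or the neuron-rich libraries (limma with Benjamini-Hochberg, adjusted p = 0.0721 and 0.0634), at log2 fold changes of -1.22 and -1.09 against -1.16. Adnp2 and Mib1 failed in the same fits (limma with Benjamini-Hochberg, adjusted p from 0.117 to 0.177), which hold fewer mice.

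Of 18 genes of peripheral myelin proteins, 1 was higher (Pmp2), 1 lower (Cnp) and 16 did not pass (2 and 1 adjusted over the list alone), with a median log2 fold change of -0.01 in the cKO against the WT. Of 20 nodal and paranodal components, 2 were lower, Sptbn1 (305 to 218) and Cadm3 (224 to 135), of cell adhesion along the internode, and 18 did not pass (1 higher and 2 lower adjusted over the list alone; median -0.32, camera adjusted p = 0.323); Cadm3 failed without WT mouse 2 or 3 or any 1 of the cKO libraries (adjusted p from 0.0838 to 0.150). Of 12 genes of immature and nonmyelinating Schwann cells, 1 was lower, Cdh2 (34.8 to 19.7), which failed without cKO mouse 1 (adjusted p = 0.0541). Of 14 transcription factors of myelination none passed (0 of 14, also adjusted over the list alone; median -0.00). Of 24 RNA-binding proteins only Tardbp was called (1 lower and 1 higher adjusted over the list alone), and of the 26 genes the paper names 4 were, Tardbp, Cnp and Sptbn1 lower and Cdh1 higher (3 lower and 3 higher adjusted over the list alone); Sptbn1 failed without any 1 of the WT or cKO libraries (adjusted p from 0.0898 to 0.160). No member was called (0 by limma) in the other lists. Their medians were -0.11 for the cell cycle, 0.02 for macrophages, 0.09 for lymphocytes, mast cells and neutrophils, -0.26 for fibroblasts, 0.39 for perineurial cells, -0.23 for endothelial cells, -0.26 for pericytes and smooth muscle, -1.26 for adipocytes, 1.07 for skeletal muscle, 0.32 for neurons and axons, -0.11 for oligodendrocytes, 0.04 for nonsense-mediated decay factors, 0.07 for the integrated stress and unfolded protein responses, -0.01 for necroptosis, -0.14 for interferon-stimulated genes, 0.15 for p53 targets and 0.03 for sex-linked genes. Of these, 1 gene of pericytes and smooth muscle was higher and 1 p53 target lower when adjusted over the list alone.

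Against the cHet, 144 genes were higher and 115 lower in the cKO (limma with Benjamini-Hochberg), but 93 and 202 with libraries rescaled to equal totals and 92 and 174 with rescaling that leaves out mitochondrial and the most abundant genes. Leaving out cHet mice 1, 2 and 3 gave 67, 45 and 41 higher and 64, 18 and 19 lower, and leaving out cKO mice 1, 2 and 3 gave 45, 58 and 36 higher and 21, 44 and 18 lower. Cholesterol synthesis had a median of -0.76, with 18 of 23 genes lower (23 adjusted over the list alone; camera adjusted p = 8.02e-28, adjusted p = 0.232 with an estimated correlation), fatty acid and galactolipid synthesis one of -0.51 with 6 of 18 lower (9 lower and 1 higher adjusted over the list alone; adjusted p = 6.85e-07, adjusted p = 0.359 with an estimated correlation), and injury and repair genes one of 0.58 with 3 of 17 higher (7 adjusted over the list alone; adjusted p = 3.39e-05, adjusted p = 0.0694 with an estimated correlation). Genes of junctions and channels of noncompact myelin, a list that passed against the WT, did not pass against the cHet. Their median was 0.0033, with 2 of 10 higher (3 adjusted over the list alone, camera adjusted p = 0.281). Endothelial genes had a median of -0.26 with none called (0 of 11, 1 lower adjusted over the list alone; camera adjusted p = 0.0244, adjusted p = 0.997 with an estimated correlation). Skeletal muscle genes moved further, with a median of 2.81 and none called (0 of 14 by limma, also adjusted over the list alone; camera adjusted p = 0.0753); cKO mouse 3 is the library of this comparison rich in muscle RNA. Between cHet and WT no gene was called (0 by limma, 410 at an unadjusted p under 0.05). Of the lists, cholesterol synthesis (median 0.18, camera adjusted p = 7.73e-10), junctions of noncompact myelin (median 0.10, adjusted p = 0.0165) and adipocytes (adjusted p = 0.00201) passed there with the preset correlation and none with an estimated correlation (adjusted p = 0.972, 0.839 and 0.972). Adipocyte genes had a median of -1.64, with a mean log2 value of 6.75 and 7.35 in WT mice 1 and 3 against 2.55 in WT mouse 2 and 2.28 to 4.87 in the cHet. Skeletal muscle genes, in which WT mouse 1 is rich, had a median of -1.62 in that comparison and did not pass (camera adjusted p = 0.0666).

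Nfasc was at 64.7% of the WT in these libraries, while the paper's RT-qPCR source data for Fig. 5, from another Cre line at another age, average 15.4% ± 2.78 (SEM, n = 3, the paper's) for primers common to all Nfasc forms, and for Tardbp 45.5% ± 1.19 with primers in exons 4 and 5 and 39.3% ± 1.62 with primers in exon 3 (SEM, n = 3, the paper's), where the libraries gave 50.3%. A single WT library is argued against as the reason: the largest fall without 1 WT library was -0.72 (standard error 0.24), against -2.70 for the RT-qPCR. RNA of sensory neurons stays open: Nfasc in the library with the most neuronal RNA, relative to the mean of the others of its genotype, was at -0.016 on the log2 scale in the cKO, where it is 1 library against 2, and at -0.42 in the WT and -0.20 in the cHet, where the Nfasc of Schwann cells can hide a neuronal share (mean -0.21, standard error 0.12). Axonal RNA present alike in all libraries was not tested. The RT-qPCR was also of sciatic nerve with primers common to all forms, so it counts such RNA as well. Axonal RNA alone could therefore explain the gap only if its share were larger in these libraries. The Cre line, the age and the assay stay open too and were not tested.

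For the libraries whose title and tag name different genotypes, the levels of the targeted genes go with the titles. Tardbp in cKO mice 1 and 2, tagged as cHet, was at most 103, which is 75.9 normalized TPM below the lowest cHet library with matching tag (179). Cnp in cHet mouse 1, tagged as floxed without Cre, was 640, which is 528 below the lowest WT library (1168), while the other cHet libraries reached 849. An error in the tags is consistent with these values, in 3 libraries seen before the tests were chosen.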
